# The Sigma-1 Receptor Exacerbates Cardiac Dysfunction Induced by Obstructive Nephropathy: A Role for Sexual Dimorphism

**DOI:** 10.3390/biomedicines12081908

**Published:** 2024-08-20

**Authors:** Francisco Javier Munguia-Galaviz, Alejandra Guillermina Miranda-Diaz, Yanet Karina Gutierrez-Mercado, Marco Ku-Centurion, Ricardo Arturo Gonzalez-Gonzalez, Eliseo Portilla-de Buen, Raquel Echavarria

**Keywords:** Sigmar1, kidneys, cardiorenal, fibrosis, sexual dimorphism

## Abstract

The Sigma-1 Receptor (Sigmar1) is a stress-activated chaperone and a promising target for pharmacological modulation due to its ability to induce multiple cellular responses. Yet, it is unknown how Sigmar1 is involved in cardiorenal syndrome type 4 (CRS4) in which renal damage results in cardiac dysfunction. This study explored the role of Sigmar1 and its ligands in a CRS4 model induced by unilateral ureteral obstruction (UUO) in male and female C57BL/6 mice. We evaluated renal and cardiac dysfunction markers, Sigmar1 expression, and cardiac remodeling through time (7, 12, and 21 days) and after chronically administering the Sigmar1 agonists PRE-084 (1 mg/kg/day) and SA4503 (1 mg/kg/day), and the antagonist haloperidol (2 mg/kg/day), for 21 days after UUO using colorimetric analysis, RT-qPCR, histology, immunohistochemistry, enzyme-linked immunosorbent assay, RNA-seq, and bioinformatics. We found that obstructive nephropathy induces Sigmar1 expression in the kidneys and heart, and that Sigmar1 stimulation with its agonists PRE-084 and SA4503 aggravates cardiac dysfunction and remodeling in both sexes. Still, their effects are significantly more potent in males. Our findings reveal essential differences associated with sex in the development of CRS4 and should be considered when contemplating Sigmar1 as a pharmacological target.

## 1. Introduction

Patients suffering from chronic kidney disease (CKD) present a higher risk of cardio-vascular complications, contributing to approximately 50% of all deaths in advanced-stage CKD patients [1]. Cardiorenal syndrome type 4 (CRS4) is the pathology in which acute or chronic renal damage gives rise to cardiac dysfunction [2]. Although the initial activation of adaptive mechanisms aims to maintain normal renal function and cardiac output, with time it becomes maladaptive, causing a progressive decline in cardiac performance mainly due to myocardial and vascular remodeling. Renal dysfunction transforms the interactions between hemodynamic, neurohormonal, uremic, immunological, and inflammatory factors that maintain the physiological homeostasis of the kidneys and heart, initiating a multiorgan dysfunction [3]. Furthermore, alterations in the tissue microenvironment of both organs force the cells to activate stress-associated pathways involved in inflammation and fibrogenesis [4]. 

The Sigma-1 Receptor (Sigmar1) is a stress-activated chaperone protein mainly residing in the mitochondria-associated endoplasmic reticulum (ER) membrane domain (MAM) that can translocate to the cell membrane, mitochondria, and nucleus upon stimulation [5,6,7]. Sigmar1 influences cell-signaling pathways by interacting with various ligands and proteins, and its ability to induce specific cellular responses makes it a promising target for pharmacological modulation [8]. Sigmar1 agonists, such as PRE-084 and SA4503, and antagonists like haloperidol, promote opposing, ligand-mediated conformational changes that result in distinct oligomeric states influencing Sigmar1’s ability to form a complex with the ER chaperone BiP and thus control the function of downstream signaling molecules [9,10,11]. The kidney and heart express Sigmar1, and accumulating data emphasize Sigmar1’s functions in organ protection, ischemic injury, myofibroblast activation, and fibrosis [12]. Yet, it is unknown how Sigmar1 is involved in CRS4 and whether Sigmar1 agonists and antagonists influence renal and cardiac dysfunction.

The existence of sex-dependent disparities in kidney and cardiovascular diseases is well documented, and the cardiorenal phenotypes of men and women are markedly different [13,14]. Hypertension, atrial fibrillation, hyperkalemia, and heart failure with reduced ejection fraction are more frequent in male patients with CRS4. In contrast, female patients more often exhibit congestion and heart failure with preserved ejection fraction. However, our insight into the molecular mechanisms responsible for the differences in diagnosis, presentation, progression, and treatment response associated with sex is limited [15]. Evidence suggests that sex and hormones affect Sigmar1 function. Hosszu A et al. demonstrated the sexual dimorphism of Sigmar1 in a murine renal ischemia-reperfusion (IR) injury model [16]. Sigmar1 activation by 17-beta-estradiol enhances the heat shock response in the kidneys, thus conferring renoprotection. Similarly, Wilbert-Lampen U et al. found that Sigmar1 mediates estradiol- and progesterone-dependent endothelin 1 release in endothelial cells, but not testosterone, and proposed that male and female sex hormones can bind to Sigmar1 at different sites to perform antagonistic effects [17]. To date, how Sigmar1 operates in the context of CKD-induced cardiac injury and whether sex plays a part remains to be clarified. 

Previously, we demonstrated that unilateral ureteral obstruction (UUO) is a moderately uremic model resembling early CKD able to induce cardiac transcriptomic changes implicated in cellular pathways associated with cardiovascular disease development [18]. Given the importance of sexual dimorphism and stress-activated signaling pathways, this study aimed to explore the function of Sigmar1, its agonists (PRE-084 and SA4503), and antagonist (haloperidol) in a CRS4 model induced by UUO in male and female mice. We found that obstructive nephropathy induces Sigmar1 expression in the kidneys and heart, and that Sigmar1 stimulation with its agonists aggravates cardiac dysfunction and remodeling in both sexes but significantly more in males.

## 2. Materials and Methods

### 2.1. Study Animals

We used 12–16-week-old male and female C57BL/6 mice bred, housed, and maintained in our research animal facility following institutional and federal regulations (NOM-062-200-1999), the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines, and the Guide for the Care and Use of Laboratory Animals from the National Research Council. This study received approval from the Local Health Research Committee of CIBO, IMSS (CLIS R-2021-1305-013).

### 2.2. UUO Surgical Model and Pharmacological Administration of Sigmar1 Agonists and Antagonist 

The murine UUO surgery was carried out according to Hesketh E et al. [19]. We performed a midline celiotomy in mice under xylazine (10 mg/kg) and ketamine (100 mg/kg) i.m. anesthesia, carefully monitoring physiological parameters such as heart rate, respiratory rate, and deep pain reflexes, and supplementing isoflurane through open-circuit inhalation when further analgesic deepening was needed. In male and female mice subjected to UUO surgery, we exposed, ligated, and cut the left ureter before closing the muscular plane with 3-0-gauge silk sutures and the cutaneous plane with 5-0-gauge nylon sutures. In the case of sham surgery, the muscular and skin planes were immediately closed after the abdominal incision without ligation. We maintained the animals in a temperature-controlled incubator until they recovered from the anesthesia and the surgical procedures. Then, we placed them in clean cages, with water and food *ad libitum*, for specified times (7, 12, or 21 days). Once the post-surgery time of the different groups had expired, we administered xylazine (10 mg/kg) and ketamine (100 mg/kg) i.m. anesthesia and collected cardiac blood, the left kidney, and the heart. The blood was processed to obtain serum by centrifuging at 3500× *g* for 15 min at 4 °C. After dissection, the organs were frozen at −80 °C for RNA isolation and protein extraction, or placed in 10% formalin in PBS pH 7.4 for 24 h before paraffin embedding for histological analysis (Figure 1A). To determine the effect of Sigmar1 agonists and antagonists in our CRS4 model, we performed the UUO surgical procedure as previously described, with the difference that control vehicle (saline, NaCl 0.9%), Sigmar1 agonists PRE-084 (1 mg/kg) and SA4503 (1 mg/kg), and the Sigmar1 antagonist haloperidol (2 mg/kg) were administered i.p. daily, starting at 24 h post-surgery, until day 21 when we euthanized the animals and processed their blood and tissues, whole heart, and kidney for the subsequent analysis of renal function, cardiac hypertrophy markers, and Sigmar1 (Figure 1B). 

### 2.3. Colorimetric Tests for Renal Function 

To determine serum creatinine (sCR) and blood urea nitrogen (BUN) levels, we used colorimetric assays (Valtek Diagnostics, Santiago, Chile) as instructed by the manufacturer. We recorded the absorbances using an EPOCH spectrophotometer (BioTek, Winooski, VT, USA).

### 2.4. RNA Extraction and RT-qPCR

To extract total RNA from kidney and heart tissues, we used Trizol (Invitrogen, Carlsbad, CA, USA) and, afterward, synthesized cDNA with the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA, USA). Then, we performed RT-qPCR in a QuantStudio™ 5 instrument (Thermo Fisher Scientific, Waltham, MA, USA) with Green-2-Go-qPCR-Mastermix-ROX (BioBasic, Markham, ON, Canada) using the specific primer pairs listed in Supplementary Table S1. We applied the delta-CT method to obtain differences in gene expression, expressed as fold-change, after normalizing with the glyceraldehyde 3-phosphate dehydrogenase (Gapdh) gene.

### 2.5. Histology and Immunohistochemistry (IHC)

Paraffin-embedded tissues sectioned into 5-μm were dewaxed, rehydrated, and treated with the histological stain Sirius Red. Additionally, we conducted immunohistochemistry on these sections. We used a citrate buffer (10 mM, pH 6.0) at 95–100 °C for 3 min to recover the antigens, coupled with the peroxidase-based Novolink Polymer Detection System (Leica Biosystems, Wetzlar, Germany) and polyclonal primary antibodies against Sigmar1 (ABCAM, Cambridge, UK), 1:100 dilution, and smooth muscle actin alpha 2 (Acta2) (CST, Danvers, MA, USA), 1:200 dilution. We recorded the tissue images in a DMi1 light microscope at 200× (Leica, Wetzlar, Germany), analyzed them using the NIH ImageJ/Fiji software 1.54f, and calculated the percentage (%) positive area of Sirius Red, Sigmar1, and Acta2 using the following formula: % Area = 100 × (Area of interest/Total area) in three fields per animal.

### 2.6. Enzyme-Linked Immunosorbent Assay (ELISA)

To determine the concentrations of fibroblast growth factor 23 (FGF-23) and transforming growth factor beta (TGF-β) in tissue and serum samples, respectively, we used specific DuoSet ELISA kits (R&D Systems, Minneapolis, MN, USA) following the manufacturer’s instructions. We normalized the FGF-23 tissue concentration to the total protein concentration in the lysate, which was quantified using the Bradford protein assay (ABP Biosciences, Beltsville, MD, USA). We measured the absorbances in an EPOCH spectrophotometer (BioTek, Winooski, VT, USA).

### 2.7. RNA Sequencing (RNA-Seq) and Bioinformatic Analysis

To understand how Sigmar1 activation with PRE-084 affects the mRNA expression profiles in the hearts of male mice 21 days after UUO surgery, we performed RNA-seq (N = 3). We first prepared a poly(A) RNA-seq library following the sample preparation protocol of Illumina’s TruSeq stranded mRNA (Illumina, San Diego, CA, USA) in RNA samples that passed all integrity checks (RIN > 7). Poly (A) tail-containing mRNAs were purified using oligo-(dT) magnetic beads followed by fragmentation at high temperatures. We used the Agilent Technologies 2100 Bioanalyzer High Sensitivity DNA Chip for quality control and quantification of the sequencing library. We performed paired-end sequencing on Illumina’s NovaSeq 6000 system (LC Sciences, Houston, TX, USA), and we submitted the raw sequence data to the NCBI Gene Expression Omnibus (GEO) repository under accession code GSE235751.

Before transcript assembly, we removed low-quality reads with Cutadapt v1.10 and in-house perl. Then, we verified sequence quality with FastQC 0.10.1 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 1 March 2023), and HISAT2 2.0 was used to map reads to ftp://ftp.ensembl.org/pub/release-101/fasta/mus_musculus/dna/genome (https://hpc.nih.gov/refdb/dbview.php?id=646), accessed on 1 March 2023. We assembled the mapped reads of each sample using StringTie, and we achieved the reconstruction of a complete transcriptome by merging all transcriptomes using perl scripts and gffcompare (https://github.com/gpertea/gffcompare, accessed on 1 March 2023). For the differential expression analysis of mRNAs, we used StringTie 1.3.4 and ballgown (http://www.bioconductor.org/packages/release/bioc/html/ballgown.html, accessed on 1 March 2023), calculating Fragments per Kilobase per Million (FPKM) to estimate expression levels, and mRNA differential expression analysis using the R package DESeq2. mRNAs with a false discovery rate (FDR) < 0.05 and absolute fold-change ≥ 2 were considered differentially expressed genes (DEGs). Enrichment analysis for DEGs was performed using the Gene Ontology (GO) project (http://www.geneontology.org, accessed on 1 March 2023) and enrichment analysis for functional interpretation of the RNA-seq experimental data.

### 2.8. Statistical Analysis

We used the GraphPad Prism 5.0 software (GraphPad Software, Inc., San Diego, CA, USA) for data analysis, presenting quantitative data as mean ± standard error of the mean (SEM). We used the one-way ANOVA (parametric) or Kruskal–Wallis (non-parametric) tests to determine statistically significant differences between the means of three or more independent samples as appropriate, considering any value of *p* < 0.05 to be statistically significant.

## 3. Results

### 3.1. UUO Effectively Induces CRS4 Development 

We performed UUO to evaluate renal and cardiac changes induced at 7, 12, and 21 days post-surgery in male and female mice. UUO augmented the size and weight of the ligated left kidney, accompanied by morphological changes such as fluid accumulation and loss of parenchyma (Figure 2A). When we evaluated markers of kidney damage, we found no differences in sCr levels between groups, except for females after 21 days of UUO when sCr was significantly increased (Figure 2B). In contrast, BUN levels progressively accumulated after UUO, reaching a substantial increment at 12 days post-surgery in both males (42.10 ± 2.43 mg/dL; *p* < 0.05) and females (43.01 ± 7.55 mg/dL; *p* < 0.05), and returning to sham levels by day 21 (Figure 2C). Interestingly, UUO significantly upregulated neutrophil gelatinase-associated lipocalin (Ngal) gene expression in a time-dependent manner, but only in the left kidneys of females at days 7 (19.56 ± 3.60-fold; *p* < 0.05) and 12 (40.86 ± 21.88-fold; *p* < 0.05), remaining high after 21 days (Figure 2D).

To evaluate the development of de novo heart disease after renal injury, we determined expression levels of atrial natriuretic peptide (Anp), brain natriuretic peptide (Bnp), and smooth muscle actin alpha 2 (Acta2), which are sensitive markers of hemodynamic burden and cardiac remodeling [20]. Cardiac Anp expression increased at day 7 post-UUO in both males (8.53 ± 1.13-fold; *p* < 0.01) and females (8.76 ± 2.62-fold; *p* < 0.05), returning to lower levels after 12 days (Figure 2E). UUO did not induce Bnp cardiac expression (Figure 2F), but after 21 days, UUO significantly increased Acta2 gene expression in male hearts (40.51 ± 28.71-fold; *p* < 0.05) but not in females (Figure 2G). Still, when we assessed collagen deposition in cardiac tissues through Sirius Red staining, UUO significantly augmented the percentage of collagen-positive areas in both male (6.95 ± 0.85% Sirius red-positive area; *p* < 0.001) and female (7.21 ± 0.89% Sirius red-positive area; *p* < 0.001) mice after 21 days (Figure 2H,I). In conclusion, the UUO model effectively induces the development of CRS4 in a time- and sex-dependent manner.

### 3.2. Obstructive Nephropathy Elevates Sigmar1 Expression in the Kidneys and Heart 

Since Sigmar1 participates in cellular signaling under stress conditions [6], we investigated the effect of UUO on Sigmar1 expression in the kidneys and the heart. Figure 3A shows representative images of Sigmar1 immunohistochemical staining in kidney tissues of male and female mice 7, 12, and 21 days after UUO surgery. Sigmar1-positive areas mainly coincided with tubular structures, though some Sigmar1 staining also appeared in the glomerulus. Sigmar1 protein labeling intensity increased with UUO progression, and the percentage of the Sigmar1-positive area was significantly higher compared to sham in males at 12 (47.41 ± 3.88; *p* < 0.05) and 21 days (64.63 ± 6.05; *p* < 0.001), and females at 12 (43.46 ± 5.09; *p* < 0.05) and 21 days (66.21 ± 4.35; *p* < 0.001) (Figure 3B). UUO also augmented Sigmar1 mRNA expression at least three-fold in both male and female kidneys (Figure 3C).

When we analyzed the cardiac tissues of male and female mice, we found intense labeling of the Sigmar1 protein in both sham and UUO (Figure 3D). Although Sigmar1-positive areas tended to be larger at 12 days post-surgery, Sigmar1 quantification in these tissues did not show statistical differences between groups (Figure 3E). Nevertheless, Sigmar1 mRNA expression in cardiac tissues augmented as the renal lesion advanced, being highest and statistically significant 12 days after UUO in males (34.01 ± 9.67-fold; *p* < 0.05) and females (7.52 ± 2.90-fold; *p* < 0.05); returning to sham levels by day 21 (Figure 3F). Notably, UUO-induced Sigmar1 mRNA expression, but not protein, was much higher in male hearts.

### 3.3. Male Sex Potentiates Sigmar1 Effects on Renal and Cardiac Function Markers after UUO 

To explore whether activating or inhibiting Sigmar1 after UUO affects renal and cardiac injury markers, we administered a daily i.p. dose of Sigmar1 agonists PRE-084 (1 mg/kg/day) or SA4503 (1 mg/kg/day) and Sigmar1 antagonist haloperidol (2 mg/kg/day) (Figure 1B). Both agonists decreased sCr levels, with a statistically significant reduction (*p* < 0.05) of > 50% in males and females by PRE-084 and SA4503, compared to animals receiving saline (Figure 4A). PRE-084 administration also decreased BUN levels by 11.40% in males (*p* < 0.05) (Figure 4B). In contrast, both Sigmar1 agonists and haloperidol increased Ngal gene expression by at least two-fold (PRE-084 and haloperidol; *p* < 0.05), but only in male kidneys (Figure 4C).

Regarding cardiac injury markers, Sigmar1 agonists and haloperidol augmented Anp and Bnp gene expression after UUO (Figure 4D,E). However, Anp and Bnp induction by Sigmar1 agonists was higher, more than 100-fold, and statistically significant (*p* < 0.05) only in male hearts. Additionally, we quantified renal FGF-23 due to its importance in mediating kidney–heart communication. Still, we did not observe significant changes in FGF-23 renal concentration in response to treatment with Sigmar1 agonists or haloperidol (Figure 4F).

### 3.4. Sigmar1 Agonists and Antagonists Potentiate UUO-Induced Cardiac Fibrosis Regardless of Sex 

Cardiac fibrosis is a primary pathological process in the progression of CRS4, causing structural changes responsible for mechanical function anomalies and elevated oxygen needs [21]. Since UUO enhances cardiac fibrosis 21 days after surgically provoking the renal lesion, we determined the effects of Sigmar1 agonism and antagonism on this process using Sirius Red staining. Both agonists (PRE-084 and SA4503) increased cardiac fibrosis (*p* < 0.05) compared to saline-receiving mice, observed as almost double the percentage of Sirius Red-positive areas (Figure 5A,B). In contrast, only haloperidol was able to increase mRNA expression of collagen type I alpha 1 chain (Col1a1), being only statistically significant in female hearts (8.85 ± 3.77-fold; *p* < 0.05), but this increase failed to translate into protein (Figure 5B,C).

Figure 5D shows representative images of Acta2 staining in cardiac tissues of male and female mice 21 days after UUO surgery that received saline, PRE-084, SA4503, or haloperidol. We observed that Acta2-positive areas increased in the hearts of animals treated with Sigmar1 agonists or antagonist, regardless of sex. The Acta2-positive area was more than 60% and 80% in animals chronically receiving Sigmar1 agonists or antagonist compared to 25.24% ± 4.84 and 61.26% ± 5.31 in saline-treated males and females, respectively (Figure 5E). In contrast, all Sigmar1 ligands significantly decreased Acta2 mRNA expression in males (*p* < 0.05) (Figure 5F). Finally, we determined serum levels of TGF-β, a key fibrosis mediator [22]. Though a slight decrease in TGF-β-circulating levels was observed in haloperidol-treated females 21 days after UUO, the effect of none of the treatments was statistically significant (Figure 5G).

### 3.5. Sigmar1 Expression in the Kidneys and Heart Is Modulated by Its Agonists and Antagonists after UUO 

Sigmar1 ligands influence its expression in various cells and tissues, and elevated Sigmar1 levels could be partly responsible for the changes observed in the kidneys and hearts of UUO mice associated with CRS4 development [23,24,25]. Hence, we examined how Sigmar1 expression was affected by the chronic administration of its agonists and antagonist. Kidneys of UUO mice showed some differences in Sigmar1-positive areas in IHC staining (Figure 6A,B), particularly in response to PRE-084, but they were not statistically significant. However, elevated Sigmar1 gene expression induced by SA4503 (2.22-fold ± 0.31) and haloperidol (3.12-fold ± 0.70) was present in the kidneys of females (*p* < 0.05) (Figure 6C). In the heart, only PRE-084 reduced Sigmar1-positive areas, 65.05% ± 5.74 vs. saline, 80.41% ± 10.75 (*p* < 0.05) in male mice (Figure 6D,E). Meanwhile, SA4503 was the only pharmacological treatment that increased cardiac Sigmar1 gene expression compared to saline UUO by 2.84-fold ± 0.74 in females (Figure 6F).

### 3.6. Sigmar1 Agonist PRE-084 Induces Transcriptomic Changes Associated with Pathological Cardiac Remodeling

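Heart RNA of male mice was sequenced 21 days after UUO surgery, from 3 mice without PRE-084 and 3 mice that received PRE-084 at a dose of 1 mg/kg/day. The paper gives saline to the control UUO mice of its treatment experiments, whereas the labels of the UUO libraries name no vehicle. A further 3 hearts, from sham-operated mice at the same day, were sequenced in the same way. The authors selected poly(A) RNA, trimmed the paired-end reads with Cutadapt, mapped them to the mouse genome (GRCm38) with HISAT2, and quantified each gene entry in each library with StringTie. The resulting tables give whole-number counts per gene entry, without normalization, and FPKM per gene entry. Between 72299522 and 79627415 reads per UUO heart were counted on gene entries, with a median of 75474772. PRE-084 hearts had between 70450215 and 79931262 counts, with a median of 79912167. Because the libraries carry no molecular identifiers, these depths limit the counting error only, and a gene with at most 3 counts in every library of a group was treated as being at the detection floor. The paper names DESeq2 for its comparison, and calls DEGs by a false discovery rate and an absolute fold change. From the same counts, gene entries with at least 10 counts summed over the 6 libraries were normalized by edgeR's TMM method and compared between PRE-084 and UUO hearts with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. DEGs had an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. With 3 hearts against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1. Of the 27263 gene entries with FPKM values, 1417 share at least 100 exonic bases with another entry on the same strand, so that a read there can be counted on more than 1 entry.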

Since we observed significant changes in the gene expression of cardiac markers of overload and remodeling in UUO males treated with Sigmar1 agonists for 21 days, we decided to investigate the transcriptomic landscape in the hearts of these mice treated with PRE-084 using RNA-seq. 

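Among the 21276 gene entries tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0 DEGs between PRE-084 and UUO hearts (n = 3 each), and the smallest adjusted p was 0.340. No entry passed the adjusted threshold when the fold change criterion was dropped. At an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, 461 entries differed, of which 287 were higher and 174 lower after PRE-084. The common dispersion between the replicates was 0.385. Among the tests set beside it, DESeq2 without its filter on outlying counts (Cook's filter) and without independent filtering moved the number of DEGs most, to 13, and DESeq2 with its default settings gave 4. When PRE-084 replicate 3 was left out, edgeR gave 2 DEGs, Gm42417 (ENSMUSG00000109510) and Ptp4a1 (ENSMUSG00000117310), both lower after PRE-084 and singled out after their values were seen. Both share exons with another entry on the same strand, so a lower entry need not mean a lower gene. Leaving out any other single library gave 0.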

RNA-seq identified 101 DEGs with a log2 (fold-change) > 1 (Supplementary File S1). 

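The 9 heart libraries were compared by Spearman's rho across gene entries, computed on the log2 of counts normalized for library size (CPM). Genes are not independent replicates, so these values describe the libraries and carry no test. UUO replicates 1 and 2 had a rho of 0.971 with each other, whereas UUO replicate 3 had a rho of 0.947 with replicate 1 and 0.936 with replicate 2. Its highest rho, 0.980, was with a sham library. PRE-084 replicate 1 had a rho of 0.953 with replicate 2 and 0.960 with replicate 3, and replicates 2 and 3 had 0.935. PRE-084 replicate 3 reached 0.973 with UUO replicate 1, above its values with both other PRE-084 hearts. In a principal component analysis, the leading component held 30.3% of the variance and placed UUO replicates 1 and 2 at 33.3 and 56.7, UUO replicate 3 at -96.5, and the PRE-084 hearts at 58.9, 98.0 and 38.4. The next component, with 19.3% of the variance, separated PRE-084 replicate 2, at -116, from the other libraries. The spread within the UUO group was thus larger than the distance between UUO replicates 1 and 2 and the PRE-084 hearts on the leading component.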

A heatmap analysis illustrates DEG’s expression pattern differences between experimental groups and replicates (Figure 7A). Among these, eleven DEGs, five upregulated and six downregulated, were significantly and differentially expressed (*p* < 0.05) between PRE-084 and control UUO hearts (Figure 7B). 

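Supplementary File S1 holds 27262 gene entries, of which the 695 with the smallest p-values could be read here, and the paper marks 13 of these as significant, 7 upregulated and 6 downregulated. These 13 entries comprise the genes named in the text and a pair of others, Gm45062 and Gm20521, both upregulated. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, their adjusted p lay between 0.340 and 0.918, and all 13 had an unadjusted p under 0.05. The test adjusted over the list alone gave 13 of 13 under 0.05, which is not independent evidence because the study chose the list on these libraries. DESeq2 without Cook's filter and independent filtering called these 13 entries and no other. The default settings of DESeq2 called 4 of them, Pcdhga10, Iqschfp, Raver1 and Pcdhga4, and gave no adjusted p for 8. In 5 of the 13 entries the counts of the PRE-084 and UUO hearts did not overlap. Chance gives 10% for genes not chosen on these libraries, so it is no reference for this list. For 7 entries, reads above the floor came from 1 of the 6 libraries. Gm45062 had 93 counts in PRE-084 replicate 3 and Gm20521 had 256 counts in the same library, with 0 in the other 5. Fpr1 (ENSMUSG00000045551, chromosome 17 of GRCm38, 17876471 to 17883940) had 1.02 ± 1.22 CPM (SD, n = 3) in PRE-084 hearts and 0.018 ± 0.031 CPM in UUO hearts. Its log2 fold change was 5.65 (standard error 1.51, adjusted p = 0.918 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

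**Figure D1:**
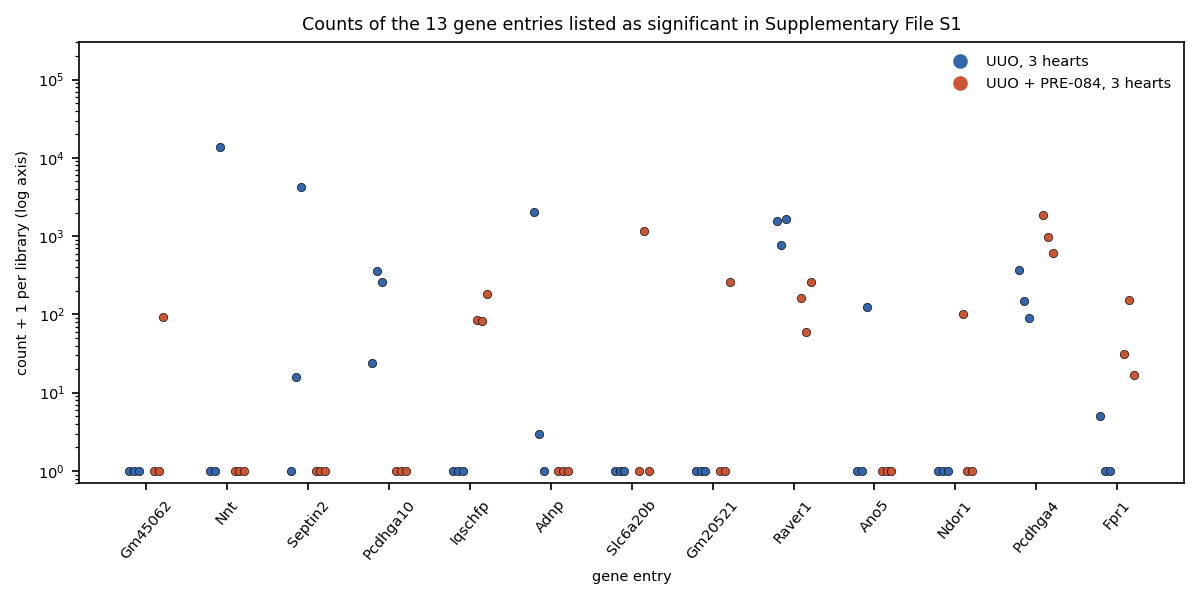
Read counts, with 1 added and on a log axis, of the 13 entries marked as significant in Supplementary File S1, with 1 point for each UUO heart and each PRE-084 heart. In 10 of the 13 entries, all hearts of 1 group lie at or under the floor of 3 counts.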

A volcano map reflects the distribution of DEGs (Figure 7C). Among these DEGs stand out Iqcj and Schip1 fusion protein (Iqschfp), solute carrier family 6 (neurotransmitter transporter) member 20B (Slc6a20b), NADPH dependent diflavin oxidoreductase 1 (Ndor1), formyl peptide receptor 1 (Fpr1), and protocadherin gamma subfamily A 4 (Pcdhga4) as upregulated, and ribonucleoprotein PTB-binding 1 (Raver1), anoctamin 5 (Ano5), protocadherin gamma subfamily A 10 (Pcdhga10), activity-dependent neuroprotective protein (Adnp), septin 2 (Septin2), and nicotinamide nucleotide transhydrogenase (Nnt) as downregulated. 

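Of the entries tested, 610 had an unadjusted p under 0.05, against 1064 if no entry differed and the p-values were spread evenly. The median log2 fold change over all entries tested was -0.035. Outside the entries that the paper marks as significant, the smallest unadjusted p among higher entries was that of H2-Q1 (ENSMUSG00000079507, chromosome 17 of GRCm38, 35320405 to 35325099). H2-Q1 had 0 counts in each UUO heart and 0, 277 and 212 in the PRE-084 hearts, and was at least 59.3-fold higher after PRE-084 (adjusted p = 0.918 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gemin4 (ENSMUSG00000049396, chromosome 11, 76210571 to 76217664) held this place among lower entries. It had 256, 0 and 282 counts in the UUO hearts and 0 in each PRE-084 heart, and was at least 59.6-fold lower (adjusted p = 0.918 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each gene also had 0 counts in a heart of the opposite group, so the groups overlapped. Gemin4 belongs to a locus of 3 entries that share exons on the same strand, whereas H2-Q1 has no such partner.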

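Of the 13 entries marked as significant, 10 share exons with another gene entry on the same strand, and with Slc6a20b, whose exons overlap those of Sacm1l on the opposite strand, 11 do so on either strand. Iqschfp (ENSMUSG00000102422, chromosome 3 of GRCm38, 67892232 to 68626466) had 85, 82 and 184 counts in the PRE-084 hearts and 0 in each UUO heart, at least 41.0-fold higher (adjusted p = 0.340 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It shares 84.3% of its exonic bases with Schip1, which had between 1901 and 3043 counts in PRE-084 hearts. Raver1 (ENSMUSG00000010205, chromosome 9, 21074158 to 21092008) had 17.7 ± 7.19 CPM (SD, n = 3) in UUO hearts and 2.26 ± 1.32 CPM after PRE-084, a log2 fold change of -2.97 (standard error 0.538, adjusted p = 0.918 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm38431, which covers 99.7% of the exonic bases of Raver1, moved the opposite way, from 10.2 ± 7.74 CPM in UUO hearts to 35.5 ± 17.7 CPM after PRE-084. Pcdhga4 (ENSMUSG00000103677, chromosome 18, 37685210 to 37841873) was higher after PRE-084, with a log2 fold change of 2.61 (standard error 0.565), and Pcdhga10 (ENSMUSG00000102222, 37746993 to 37841873) was at least 67.1-fold lower. Both belong to 1 locus of 22 entries that share exons. Nnt (ENSMUSG00000116207, chromosome 13, 119335528 to 119408952) had 13800 counts in UUO replicate 3 and 0 in the other UUO hearts and in each PRE-084 heart, at least 1544-fold lower after PRE-084. Another Nnt entry (ENSMUSG00000025453) covers all 3339 exonic bases of this entry and had 15228 to 24991 counts in each of the 6 hearts. Septin2 (ENSMUSG00000116048) had 4283 counts in UUO replicate 3, 15 in UUO replicate 2 and 0 in the PRE-084 hearts. UUO replicate 3 was also the library in which a further Septin2 entry had 2151 counts against 8373 and 10325 in the other UUO hearts. Adnp had 2038 counts in UUO replicate 1, the library in which Gm20716, with 82.1% of its exonic bases shared, had 0. Slc6a20b had 1157 counts in PRE-084 replicate 2, where Sacm1l had 6. Ndor1 (ENSMUSG00000115074) had 101 counts in PRE-084 replicate 1 and 0 in the other 5 hearts. Ano5, which shares exons with no other entry, had 125 counts in UUO replicate 3 and 0 in the other 5. In sham hearts Ano5 had 28, 20 and 22 counts, this Nnt entry 25455, 0 and 20369, and the first Septin2 entry 3246, 248 and 505. Their lower values after PRE-084 thus rest on UUO replicate 3, whose highest rho was with a sham library. By contrast, Adnp had 0 counts in each sham heart, and Pcdhga10 and Raver1 had reads in every UUO heart.
With counts summed over entries that share exons on the same strand, a setting chosen after the counts were seen, the log2 fold change became -0.43 for Iqschfp, 0.43 for Raver1 and -0.068 for the locus of Pcdhga4 and Pcdhga10. That of Nnt became -0.60, that of Septin2 -0.17, that of Adnp -0.18, that of Ndor1 0.11, that of Gm45062 -0.26 and that of Gm20521 -0.11. Slc6a20b, Ano5 and Fpr1 have no partner on the same strand, so the sum left their counts as they were, and the log2 fold change of Fpr1 stayed at 5.65. After the sum 0 of the 13 entries passed the threshold, as with the single entries. With DESeq2 without Cook's filter and independent filtering, Slc6a20b (adjusted p = 7.1e-06) and Ano5 (0.000247) passed after the sum. From these entries and the functions described for them elsewhere, the paper states that the treatment changed genes of calcium responses, inflammation, muscle contraction and redox state.

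**Figure D2:**
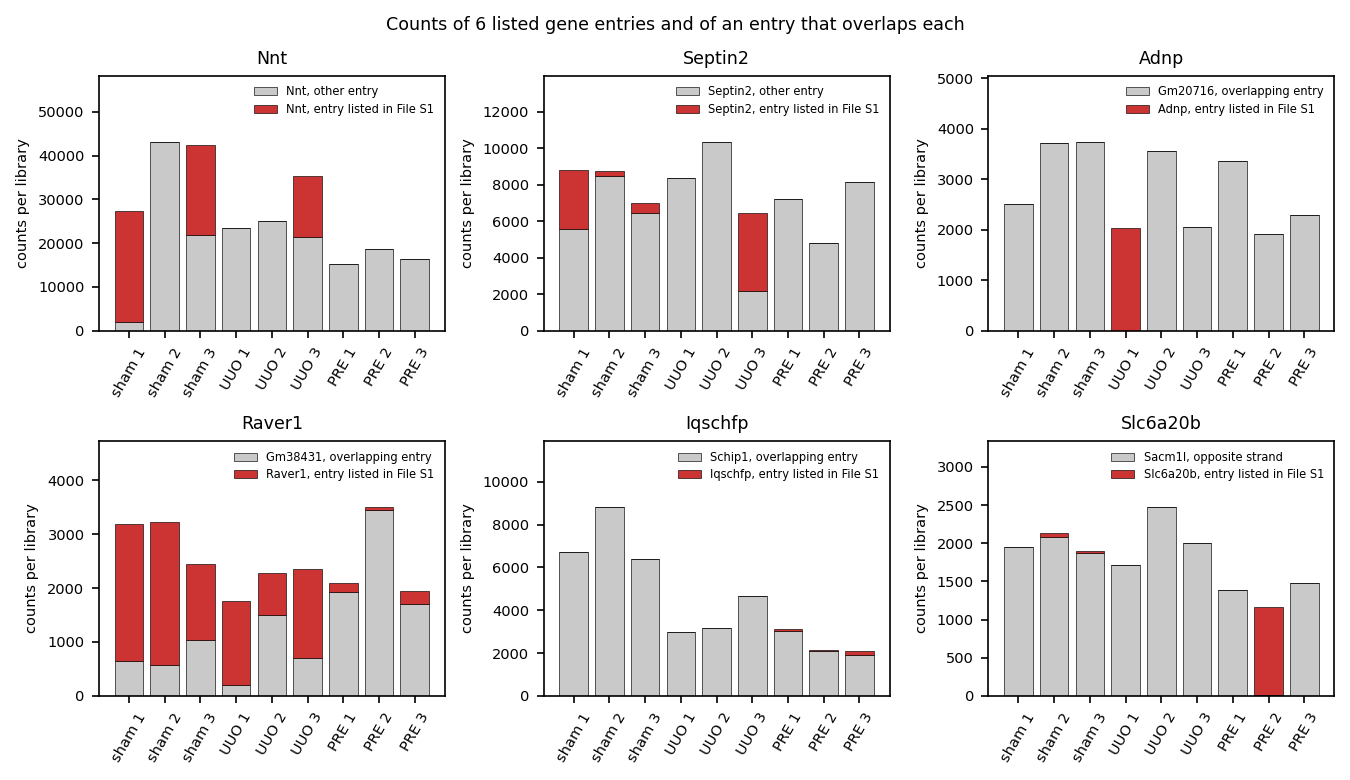
Read counts per heart library of 6 entries marked as significant, stacked with those of an entry that shares their exons, for sham, UUO and PRE-084 hearts 1 to 3. The reads of Adnp, 2038 in UUO replicate 1, stand where Gm20716 has 0, and those of Slc6a20b, 1157 in PRE-084 replicate 2, where Sacm1l has 6.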

The functions of many of these genes have been described as being in the central nervous system and heart, with predicted and validated functions in calcium-mediated responses, amino acid transport, pro-drug metabolism, inflammatory response, immune cell recruitment, G protein-coupled receptor signaling, muscle contraction, neural differentiation, actin polymerization, and redox state [26,27,28,29,30,31,32,33,34]. 

GO analysis of DEGs in UUO hearts of male mice treated with PRE-084 revealed significant enrichment in 10 GO terms within three independent categories: biological process (61), cellular component (84), and molecular function (45) (Supplementary File S2). 

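Supplementary File S2 lists 190 pairs of a gene and a GO term, from 12 of the 13 entries. The category of biological process holds 61 pairs and 56 distinct terms, cellular component 84 pairs and 53 distinct terms, and molecular function 45 pairs and 36 distinct terms. Each term was tested here with a one-sided Fisher's exact test against the 15743 tested genes that carry a GO annotation. After Benjamini-Hochberg adjustment over the 17912 terms annotated in that background, 0 terms had an adjusted p under 0.05, and 68 had an unadjusted p under 0.05. Adjusting over only the 145 terms that hold a listed gene, a choice made after the data were examined, gave 5 terms, each with 1 gene and a smallest adjusted p of 0.0442 from Fisher's exact test.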

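Among the distinct GO terms of the significant entries, 126 rest on 1 gene and 19 on 2 or more. The term with the most genes, membrane, holds 9 of them, from 8 loci, among 5978 background genes (Fisher's exact test, unadjusted p = 0.0104). By the paper's own p-values, 71 terms lie under 0.05.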

The 50 most enriched GO terms (*p* < 0.05) are shown in Figure 8A. Also, a scatter plot of the top 20 enriched GO terms indicates that upregulated genes are enriched in regulation of L-glutamate import across plasma membrane, positive regulation of polynucleotide adenylyltransferase activity, nitric oxide homeostasis, N-formyl receptor activity, negative regulation of cytoskeleton organization, scavenger receptor binding, complement receptor activity and cell signaling, and homophilic cell adhesion via plasma membrane adhesion molecules, among others (Figure 8B).

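Of the 20 terms with the smallest p in Supplementary File S2, 10 rest only on upregulated genes, 9 only on downregulated genes and 1 on both. Regulation of L-glutamate import across plasma membrane rested on Septin2 and nitric oxide homeostasis on Adnp. Both entries had lower mean counts after PRE-084 than in UUO, where nearly all their reads came from 1 heart each. Terms resting on entries with higher counts after PRE-084 were positive regulation of polynucleotide adenylyltransferase activity, from Gm20521, negative regulation of cytoskeleton organization, from Iqschfp, and N-formyl peptide receptor activity, from Fpr1. Each of these 5 terms holds 2 background genes (unadjusted p = 0.00152 from Fisher's exact test). Scavenger receptor binding, with 4 background genes, and complement receptor activity, with 6, also rested on Fpr1 alone. Homophilic cell adhesion via plasma membrane adhesion molecules held a pair of genes in opposite directions, Pcdhga4 higher and Pcdhga10 lower, among 127 background genes (unadjusted p = 0.00404 from Fisher's exact test).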

## 4. Discussion

Our study uncovered substantial findings on Sigmar1 in a CRS4 model induced by UUO in male and female mice. We found that obstructive nephropathy triggers renal and cardiac injury markers’ expression in a time- and sex-dependent manner, accompanied by elevated Sigmar1 in the kidneys and heart. Sigmar1 stimulation with its agonists PRE-084 and SA4503 worsens cardiac injury and fibrosis markers in both sexes, with a notably higher impact in males. 

The kidneys and heart are deeply interconnected organs, explaining why primary renal injury often leads to subsequent cardiac dysfunction [1,2,3]. Most pre-clinical CKD models use nephrectomy or bilateral injury to generate severe kidney damage and sustained uremia, emulating advanced stages of the disease [35,36,37]. However, in early-stage CKD patients, there is evidence of sub-clinical deterioration in cardiac performance, early signs of hypertrophy, and fibrosis without overt cardiovascular disease [38,39]. Previously, we showed widespread cardiac transcriptomic changes in a murine model of CRS4 induced by UUO after 21 days that resembled the mild uremia featured in early CKD [18,40,41,42]. This study used the same UUO model considering two earlier time points, seven and twelve days, and female mice. Although we observed only moderate increases in sCr and BUN after UUO surgery, a significant rise in renal Ngal expression occurred at all time points, but only in females. Since epithelial cells located in the loop of Henle express and excrete Ngal depending on the degree of tubular damage [43,44], our results indicate that female kidneys subjected to UUO suffer a more sustained injury than their male counterparts, also manifested as higher sCr levels at later times. These findings contradict ischemic murine models in which tubular damage, glomerular collapse, and leukocyte infiltration are more severe in males than females [16]. Notably, the degree of tubular injury observed in females did not translate into a higher expression of cardiac markers of dysfunction and remodeling than in males. Overall, our results coincide to some extent with CRS4 murine models reporting elevated markers of cardiac dysfunction, hypertrophy, and fibrosis, thus reinforcing the appropriateness of the UUO murine model to study early molecular changes associated with cardiac remodeling, without the burden of severe renal failure and uremia in both sexes [45,46]. Still, renal and cardiac injury develops differently in males and females, reinforcing the importance of reducing sex bias in pre-clinical studies.

Ham O et al. performed echocardiography to evaluate cardiac structure and function in UUO mice 21 days after the surgery and found an 18% increase in left ventricular mass in the UUO mice compared to controls, consistent with the pathological cardiac hypertrophy they observed in these animals, but without significant changes in cardiac function [46]. Their results suggest that sub-clinical cardiac dysfunction might be present in UUO hearts, but standard echocardiography cannot detect it. UUO mice also had significantly elevated systolic and diastolic blood pressures. Although these data indirectly support our study as we used the same early CKD model, there is the limitation that the authors only used male mice. Further studies are needed to evaluate how induced obstructive nephropathy leads to subsequent cardiac dysfunction and the role of sexual dimorphism. 

Sexual dimorphism and stress-activated signaling pathways are relevant to CRS4 development, thus, we investigated whether obstructive nephropathy altered the expression of the multifunctional chaperone Sigmar1. UUO induced Sigmar1 expression in the kidneys of male and female mice, and its levels augmented as the damage progressed. We found Sigmar1 predominantly localized in tubular structures within renal tissues and, unlike formerly described by Hosszu A. et al., in a few glomeruli [16,25]. Sigmar1 induction has been documented in other models of renal pathology [12]. Sigmar1 expression changes in the kidneys of diabetic male rats, increasing after two months of disease induction in distal tubules co-expressing TGF-β [47]. Meanwhile, Sigmar1 expression augmented in an IR rat model as early as two hours after reperfusion was higher in females than in males and ovariectomized rats, and correlated with improved renal recovery and survival [16]. 

Importantly, our study is the first to evaluate changes in Sigmar1 cardiac expression due to a primary kidney injury. We found that cardiac tissues express high levels of Sigmar1, regardless of treatment, further supporting Sigmar1’s physiological functions in regulating mitochondrial organization, remodeling, contractility, and organ size [48]. Yet, obstructive nephropathy increased Sigmar1 gene expression at day 12 post-surgery in male and female hearts. Our results contrast with findings in human hearts of methamphetamine users that develop cardiomyopathy in which Sigmar1 levels are significantly decreased [49] and in chronic heart failure models that found a reduction in Sigmar1 cardiac expression in rats with left anterior descending artery ligation [24]. Our study thus shows that UUO induces Sigmar1 expression in both kidneys and hearts, which might have important consequences for the pharmacological modulation of CRS4.

Elevated Sigmar1 in the heart of UUO mice could have a functional aspect associated with its role as a cytoprotective inter-organelle signaling molecule [6]. Multiple studies have investigated Sigmar1 regulation of cardiac physiology, pathology, and hemodynamics using Sigmar1 knockout mice. Sigmar1^−/−^ hearts have increased fibrosis, develop cardiac contractile dysfunction as they age, and present altered mitochondrial dynamics [48]. In Takotsubo syndrome-like cardiomyopathy induced by isoproterenol, Sigmar1 knockout mice exhibit aggravated cardiac dysfunction, ventricular remodeling, and gut microbiota dysbiosis [50,51]. This evidence leads us to speculate that increased Sigmar1 expression is a stress response to counteract contractile dysfunction and fibrosis resulting from renal injury. Additional experiments in Sigmar1 knockout mice would be essential to determine how Sigmar1 stress response becomes maladaptive during CRS4 development.

Multiple pre-clinical studies have suggested generating novel protective therapeutic options for renal and cardiovascular diseases through Sigmar1 activation. The Sigmar1 agonists dehydroepiandrosterone and fluvoxamine protect against renal IR injury in male rats by improving survival and renal function while reducing inflammation [25]. Moreover, estradiol-dependent Sigmar1 activation prevents renal IR injury by enhancing the heat-shock response [16]. There is also evidence of Sigmar1 agonist-mediated antifibrotic responses in trabecular meshwork cells and in a rat model of adenine-induced CKD, in which PRE-084 decreased sCr, proteinuria, and extra-cellular matrix deposition [52,53]. Similarly, PRE-084 and SA4503 administration in our study partially improved renal function by decreasing sCr and BUN levels, especially in males, but failed to reduce Ngal expression. Furthermore, Ngal was over-expressed at least two-fold in male kidneys, suggesting Sigmar1 modulation with its agonists PRE-084 and SA4503, and antagonist haloperidol, promotes tubular damage after UUO. 

Anp and Bnp maintain cardiovascular homeostasis by regulating vascular tone, intravascular volume, metabolism, and neurohormonal activity [20]. These biologically active natriuretic peptides also participate in CRS4 pathophysiology, and their synthesis and secretion are elevated under pathological heart conditions, making them legitimate markers of acute and chronic heart failure [54]. Various studies have indicated that Anp and Bnp have anti-fibrotic effects by inhibiting cell proliferation and extracellular matrix production induced by TGF-β in cardiac fibroblasts and Angiotensin II-dependent myocardial fibrosis [55,56,57]. We found that PRE-084 and SA4503 administration enhances cardiac Anp and Bnp expression more than 100-fold in males after UUO, highlighting a possible role of testosterone in further promoting Anp and Bnp expression. Since we did not evaluate Anp and Bnp circulating levels, we cannot ascertain whether significant increases in mRNA expression translate to higher secretion and function of these peptides. However, it is well documented that elevated Anp and Bnp levels in heart failure correlate with disease severity and possess prognostic value [58]. Haloperidol’s impact on renal and cardiac markers of dysfunction did not oppose those of Sigmar1’s agonists, perhaps due to haloperidol not being a pure antagonist. Haloperidol is an anti-psychotic that acts as a D2, D3, and D4 dopamine receptor antagonist, and in renal tubules, dopamine and atrial natriuretic peptides act concertedly to promote sodium excretion [59,60]. Additionally, it has been suggested that there is a potential interaction between estrogen and the dopaminergic system, evidenced by estrogen increasing the efficacy of haloperidol as an anti-psychotic medication, which could also influence the differences observed in relation to sex [61]. Thus, we cannot exclude that the effects of haloperidol in our CRS4 model are due to its dopaminergic regulation.

Treatment with Sigmar1 agonists resulted in a considerable increase in Anp and Bnp expression only in male hearts. Still, we observed that Sigmar1 agonists elevated cardiac collagen deposition and Acta2 levels equally in both sexes, indicating that Sigmar1 exacerbates pro-fibrotic mechanisms in the heart, secondary to obstructive nephropathy. Strikingly, our results contradict multiple reports proposing Sigmar1 as a therapeutic target for cardiac fibrosis. In murine models, agonistic stimulation of Sigmar1 decreases cardiac fibroblast activation and fibrosis induced by pressure overload, heart failure, pulmonary arterial hypertension, and ventricular arrhythmias [62,63,64,65]. In these models, Sigmar1 expression decreased as the damage progressed, and agonistic stimulation recovered Sigmar1 expression to induce cardioprotection. Here, CRS4 increased Sigmar1 expression in the heart, and the agonist or antagonist stimulation failed to significantly influence Sigmar1 expression at the protein level. These differences could be clues to understanding why, in this CRS4 model, Sigmar1 promoted injury instead of providing protection. In this study, we found that mRNA and protein expression levels did not increase proportionally for various genes, including Sigmar1. The differences are probably dependent on post-transcriptional regulation, which includes RNA-binding proteins, alternative untranslated regions influencing protein synthesis, different protein degradation rates, etc. [66]. Yet, transcriptional, and post-transcriptional regulation shape the cardiac response elicited by renal dysfunction, and more in-depth studies are needed to fully understand their contribution to CRS4 development.

In contrast, the Sigmar1 antagonist haloperidol increased Acta2 levels in cardiac tissues while severely attenuating Acta2 gene expression in males but did not affect UUO-induced collagen deposition. Rehman M et al. found that haloperidol strongly prevents myofibroblast activation through Sigmar1 and modulates downstream intracellular calcium, ER stress response, Notch1 signaling, and its target Acta2 [67]. Moreover, chronic administration of haloperidol to mice for ten days after acute myocardial infarction resulted in a reduced scar size and Acta2-positive myofibroblasts. However, the early effect on scar size was not evident at later time points, like in our study, perhaps due to haloperidol’s adverse cardiac effects overcoming its ability to control myofibroblast activation via Acta2 downregulation. Others have also shown that haloperidol causes mitochondrial dysfunction, and this aggravates trans-verse aortic constriction-induced heart failure [68]. 

Sigmar1 signaling is very complex and context-dependent [6,12]. A limitation of our study is that we did not analyze downstream signaling pathways activated by Sigmar1 in our model to dissect better how Sigmar1 exerts its effects on cardiac remodeling induced by UUO, which is something to consider for future studies. However, we did examine the impact of Sigmar1 stimulation with PRE-084 on transcriptional regulation and enriched pathways in male hearts showing a more aggravated cardiac remodeling. Sigmar1 stimulation resulted in differential expression of genes (Slc6a20b, Ndor1, Fpr1, Pcdhga4, Raver1, Ano5, Pcdhga10, Adnp, Septin2, and Nnt) with predicted and validated functions in calcium-mediated responses, amino acid transport, pro-drug metabolism, inflammatory response, immune cell recruitment, G protein-coupled receptor signaling, muscle contraction, neural differentiation, actin polymerization, and redox state [26,27,28,29,30,31,32,33,34]. These genes could provide unique insights into CKD-related cardiac pathways that contribute to CRS4 progression. However, their direct contribution and how these changes differ in females need to be validated experimentally. 

## 5. Conclusions

This study demonstrates that obstructive nephropathy increases Sigmar1 expression in the kidneys and heart, and that chronically stimulating Sigmar1 worsens heart function and remodeling, with a more significant impact on males. These findings should be considered when contemplating Sigmar1 as a pharmacological target in CRS4.

## Figures and Tables

**Figure 1:**
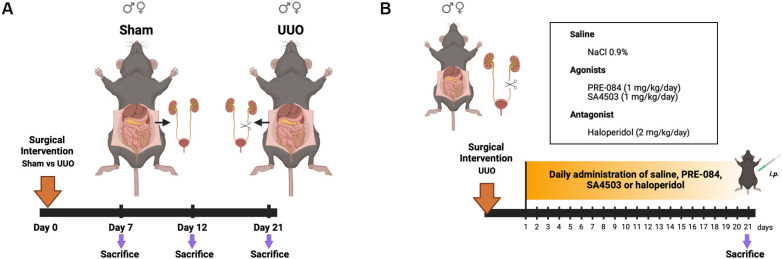
Experimental design. (**A**) Sham vs. UUO time course (7, 12, and 21 days) in male and female mice. (**B**) UUO male and female mice treated daily with saline, PRE-084 (1 mg/kg), SA4503 (1 mg/kg), or haloperidol (2 mg/kg), and sacrificed at day 21. Subsequent evaluation of serum, left kidney, and heart was carried out in all groups, N = 5.

**Figure 2:**
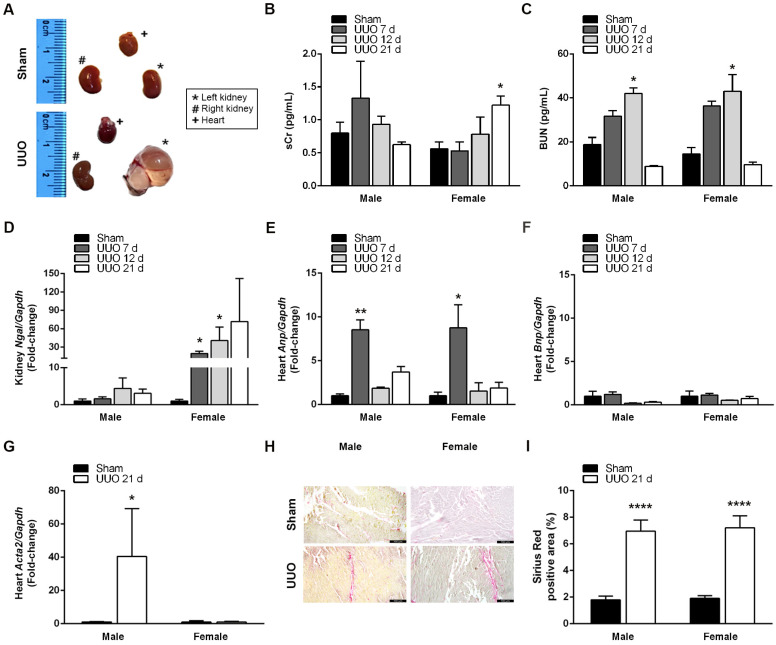
UUO induces CRS4 development. (**A**) Representative images of kidneys and hearts from sham and UUO male mice after 21 days. Circulating levels of (**B**) sCR (mg/dL) and (**C**) BUN (mg/dL) in male and female mice after sham surgery or UUO (7, 12, and 21 days). Fold-change of renal (**D**) Ngal and cardiac (**E**) Anp, (**F**) Bnp, and (**G**) Acta2 determined by RT-qPCR and normalized with Gapdh in male and female mice after sham surgery or UUO (7, 12, and 21 days). (**H**) Representative images of sham and UUO hearts after 21 days stained with Sirius Red (200×, scale bar = 100 μm). (**I**) Percentage of Sirius Red-positive area in sham and UUO hearts after 21 days. N = 5, * *p* < 0.05; ** *p* < 0.01; **** *p* < 0.0001 vs. sham.

**Figure 3:**
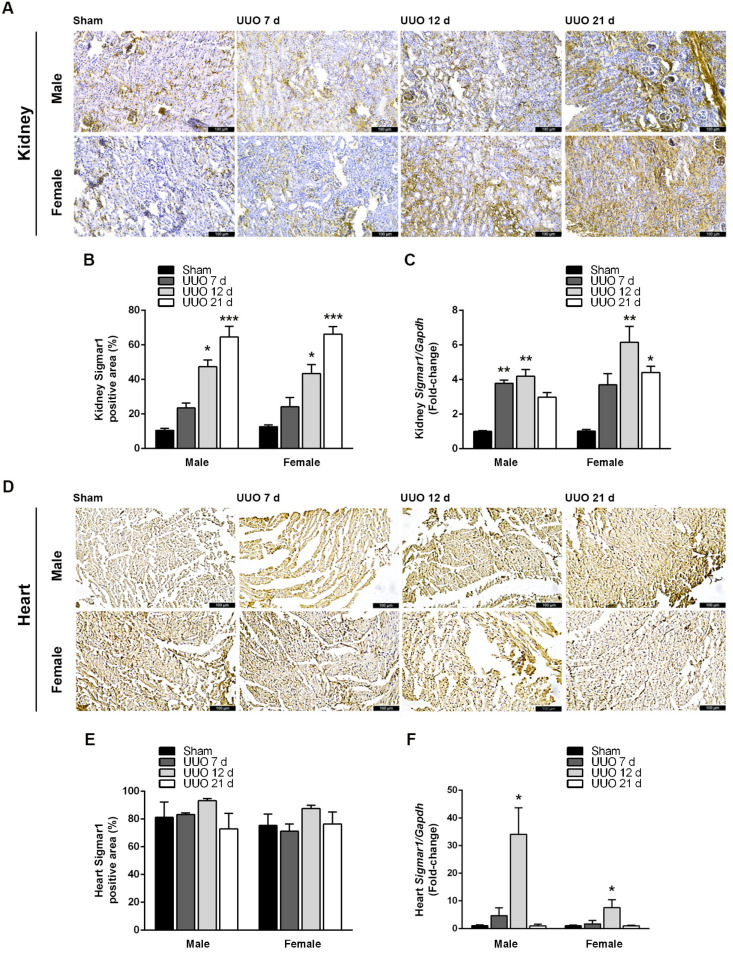
UUO elevates Sigmar1 expression in the kidney and heart. (**A**) Representative images of anti-Sigmar1 IHC kidney sections from sham and UUO (7, 12, and 21 days) mice (200×, scale bar = 100 μm). (**B**) Percentage of Sigmar1 positive area in sham and UUO (7, 12, and 21 days) kidneys. (**C**) Fold-change of renal Sigmar1/Gapdh by RT-qPCR in male and female mice after sham surgery or UUO (7, 12, and 21 days). (**D**) Representative images of anti-Sigmar1 IHC heart sections from sham and UUO (7, 12, and 21 days) mice (200×, scale bar = 100 μm). (**E**) Percentage of Sigmar1-positive area in sham and UUO (7, 12, and 21 days) hearts. (**F**) Fold-change of cardiac Sigmar1/Gapdh by RT-qPCR in male and female mice after sham surgery or UUO (7, 12, and 21 days). N = 5, * *p* < 0.005; ** *p* < 0.01, *** *p* < 0.001 vs. sham.

**Figure 4:**
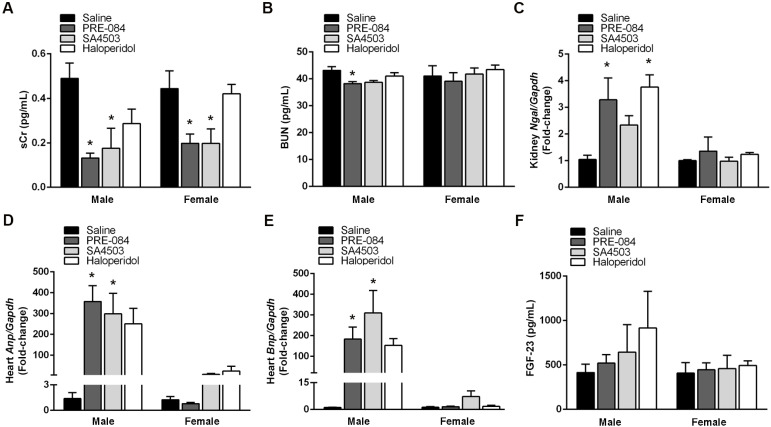
Male sex potentiates Sigmar1 effects on renal and cardiac function markers after UUO. Circulating levels of (**A**) sCR (mg/dL) and (**B**) BUN (mg/dL) in male and female mice after 21 days of UUO and treatment with saline, PRE-084 (1 mg/kg/day), SA4503 (1 mg/kg/day), and haloperidol (2 mg/kg/day). Fold-change of renal (**C**) Ngal and cardiac (**D**) Anp, and (**E**) Bnp determined by RT-qPCR and normalized with Gapdh in male and female mice after 21 days of UUO and treatment with saline, PRE-084, SA4503, and haloperidol. (**F**) Renal concentration of FGF-23 (pg/mL) per μg of protein quantified by ELISA in male and female mice after 21 days of UUO and treatment with saline, PRE-084, SA4503, and haloperidol. N = 5, * *p* < 0.005 vs. saline.

**Figure 5:**
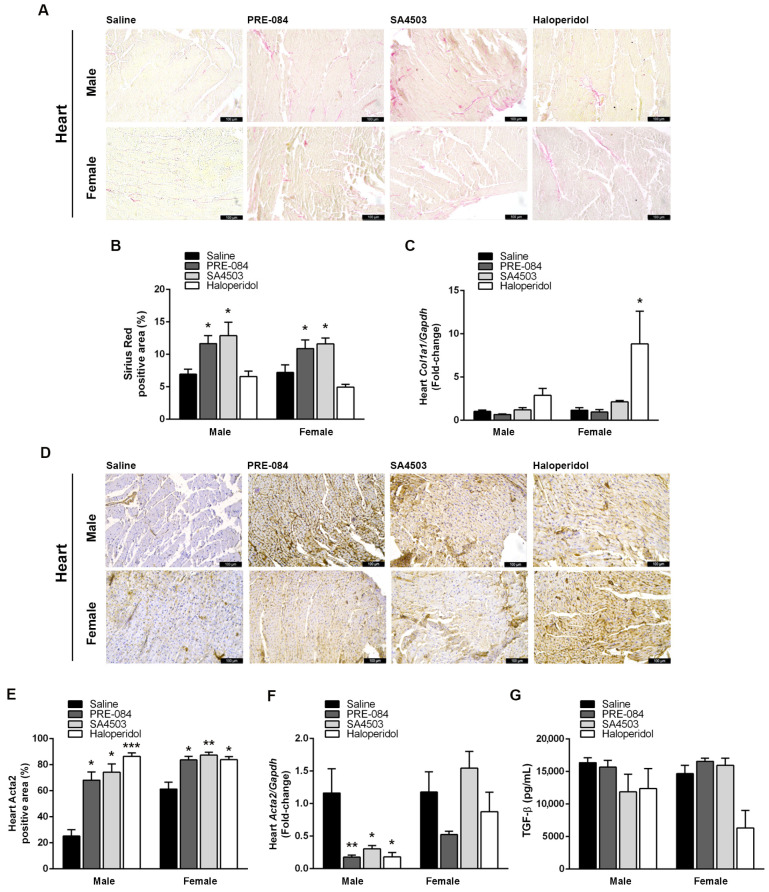
Sigmar1 agonists and antagonist potentiate cardiac fibrosis development after UUO. (**A**) Representative images of cardiac sections stained with Sirius Red (200×, scale bar = 100 μm) after 21 days of UUO and treatment with saline, PRE-084 (1 mg/kg/day), SA4503 (1 mg/kg/day), and haloperidol (2 mg/kg/day). (**B**) Percentage of Sirius Red-positive area in male and female hearts after 21 days of UUO and treatment with saline, PRE-084, SA4503, and haloperidol. (**C**) Cardiac Col1a1/Gapdh fold-change by RT-qPCR in male and female mice after 21 days of UUO and treatment with saline, PRE-084, SA4503, and haloperidol. (**D**) Representative images of anti-Acta2 IHC cardiac sections after 21 days of UUO and treatment with saline, PRE-084, SA4503, and haloperidol (200×, scale bar = 100 μm). (**E**) Percentage of Acta2-positive area in male and female hearts after 21 days of UUO and treatment with saline, PRE-084, SA4503, and haloperidol. (**F**) Cardiac Acta2/Gapdh fold-change by RT-qPCR in male and female mice after 21 days of UUO and treatment with saline, PRE-084, SA4503, and haloperidol. (**G**) Serum TGF-β (pg/mL) quantified by ELISA in male and female mice after 21 days of UUO and treatment with saline, PRE-084, SA4503, and haloperidol. N = 5, * *p* < 0.005; ** *p* < 0.01; *** *p* < 0.001 vs. saline.

**Figure 6:**
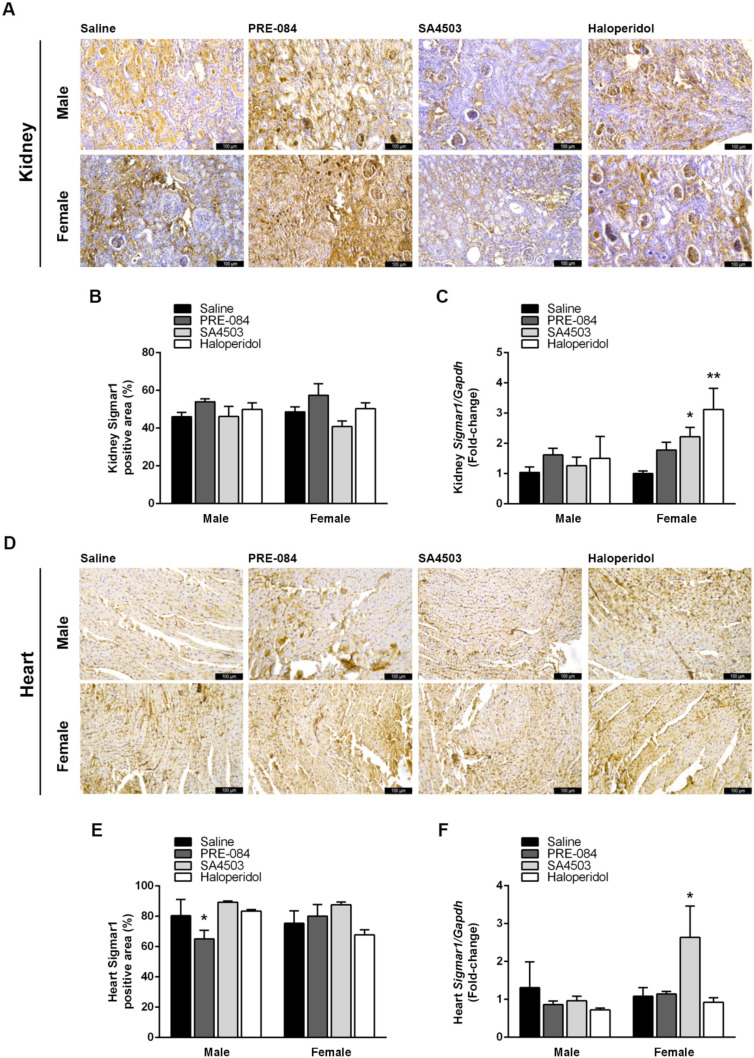
Sigmar1 expression in the kidneys and heart is modulated by its agonists and antagonists after UUO. (**A**) Representative images of anti-Sigmar1 IHC kidney sections after 21 days of UUO and treatment with saline, PRE-084 (1 mg/kg/day), SA4503 (1 mg/kg/day), and haloperidol (2 mg/kg/day) (200×, scale bar = 100 μm). (**B**) Percentage of Sigmar1-positive areas in kidneys of males and females after 21 days of UUO and treatment with saline, PRE-084, SA4503, and haloperidol. (**C**) Renal Sigmar1/Gapdh fold-change by RT-qPCR after 21 days of UUO and treatment with saline, PRE-084, SA4503, and haloperidol. (**D**) Representative images of anti-Sigmar1 IHC cardiac sections after 21 days of UUO and treatment with Saline, PRE-084, SA4503, and haloperidol (200×, scale bar = 100 μm). (**E**) Percentage of Sigmar1-positive areas in male and female hearts after 21 days of UUO and treatment with saline, PRE-084, SA4503, and haloperidol. (**F**) Cardiac Sigmar1/Gapdh fold-change by RT-qPCR in male and female mice after 21 days of UUO and treatment with saline, PRE-084, SA4503, and haloperidol. N = 5, * *p* < 0.005; ** *p* < 0.01 vs. saline.

**Figure 7:**
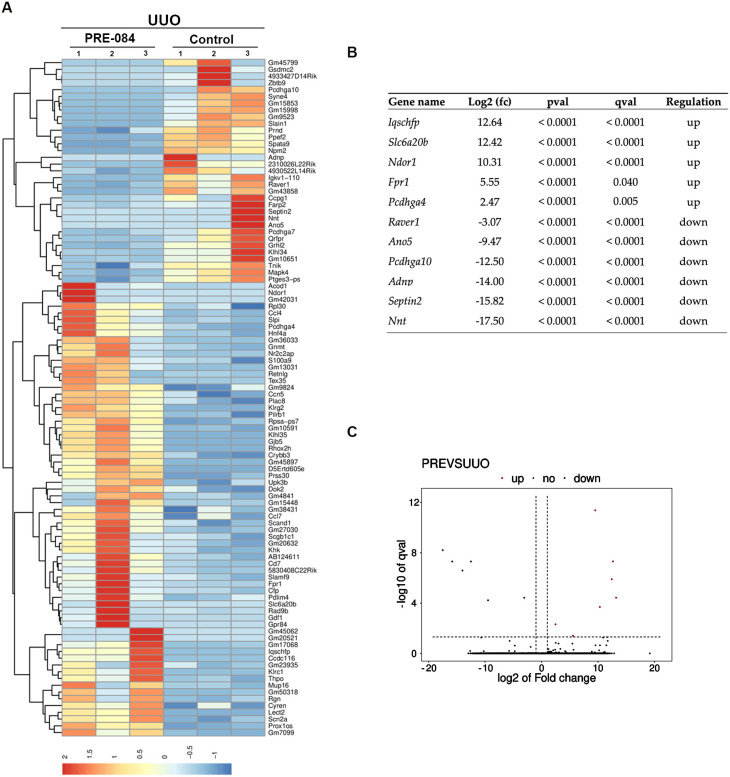
Cardiac DEGs induced by PRE-084 in UUO male mice. (**A**) Heatmap plot of DEGs in PRE-084-treated male mice for 21 days after UUO surgery. Red = upregulated and blue = downregulated. *p* < 0.05 and log2 (fold change) > 1. (**B**) List of most significantly enriched DEGs. (**C**) Volcano map showing the distribution of cardiac DEGs in PRE-084-treated male mice for 21 days after UUO surgery. N = 3.

**Figure 8:**
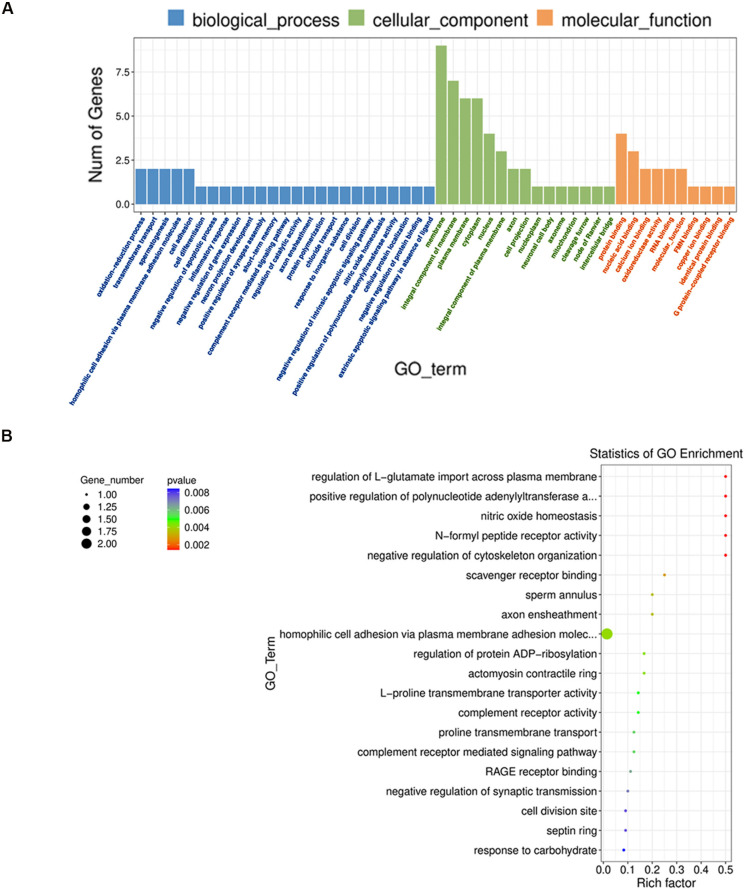
Enrichment analysis in UUO hearts treated with PRE-084. (**A**) Enriched GO terms. (**B**) Scatter plot of the top enriched GO terms. Circle sizes, number of enriched genes per pathway, color, and *p*-value range. N = 3.

## Data Availability

The original contributions presented in the study are openly available in the NCBI GEO repository under accession code GSE235751 and are included in the article/Supplementary Material. Further inquiries can be directed to the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines12081908/s1, Supplementary Table S1: Primer pairs used in RT-qPCR; Supplementary File S1: Gene differential expression; Supplementary File S2: GO enrichment.

# Supplementary material for: The Sigma-1 Receptor Exacerbates Cardiac Dysfunction Induced by Obstructive Nephropathy: A Role for Sexual Dimorphism
**Source:** Biomedicines. 2024 Aug 20;12(8):1908. doi: 10.3390/biomedicines12081908
**Supplement:** Supplementary file 1

**Supplementary Table S1.** Primer pairs used in RT-qPCR

| <b>Symbol</b>  | <b>Name</b>                                | <b>Forward primer (5' -&gt;3')</b> | <b>Reverse primer (5' -&gt;3')</b> |
|----------------|--------------------------------------------|------------------------------------|------------------------------------|
| <i>Gapdh</i>   | Glyceraldehyde 3-phosphate dehydrogenase   | GAAGGGCTCATGACCACAGT               | TGCAGGGATGATGTTCTGGG               |
| <i>Ngal</i>    | Neutrophil gelatinase-associated lipocalin | GCCCTGAGTGTGTCATGTGTCT             | GAAGTATCGCTCCGGAAGT                |
| <i>Anp</i>     | Atrial natriuretic peptide                 | AGCTTGGTCACATTGCCACT               | AGAGGCAAGACCCCACTAGA               |
| <i>Bnp</i>     | Brain natriuretic peptide                  | ATCTCAAGCTGCTTTGGGCA               | ACAAGTTCAGTGCATTACAGC              |
| <i>Acta2</i>   | Actin alpha 2, smooth muscle, aorta        | AGCCATCTTTCATTGGGATGG              | CCCCTGACAGGACGTTGTTA               |
| <i>Sigmar1</i> | Sigma non-opioid intracellular receptor 1  | GGTGAAGGGAAAGAGGAGCTG              | TAGCAGGGGAGTGGAATGGA               |
| <i>Col1a1</i>  | Collagen, type I, alpha 1                  | GCTTCACCTACAGCACCTT                | GTCCGAATTCCTGGTCTGGG               |

How the deposited data were processed for this re-analysis (not part of the article)

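Heart RNA of male mice was sequenced 21 days after surgery in 3 groups of 3 mice each: sham, UUO, and UUO with PRE-084 at 1 mg/kg/day. Each library was kept as a replicate and none was pooled. Replicate numbers follow the order of the libraries within each group. The sample labels give day, surgery and treatment, and no vehicle for the UUO mice, for which the paper names saline. The authors made poly(A)-selected, stranded, paired-end libraries, trimmed the reads with Cutadapt, mapped them with HISAT2 to the mouse genome of Ensembl release 101 (GRCm38), and assembled and quantified each library with StringTie. Their tables give counts per gene entry, without normalization, and FPKM rounded to a few decimals. How StringTie's coverage was turned into counts is not named in the paper's text. The count tables list 55401 gene entries, of which 27263 have FPKM values, and 0 of the others have a count. Counts of the sham and UUO hearts stand in 1 table and those of the PRE-084 hearts in another, and the tables were joined by gene identifier. Transcript-level tables cover sham and UUO hearts alone and were not used here. The FPKM of the 695 entries of Supplementary File S1 that could be read, out of 27262, equal the deposited FPKM after rounding.

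Total counts per sham heart were between 69519608 and 94864380 (median 86781526), and those of the other groups stand beside the RNA-seq results. Mitochondrial genes took between 29.1% and 45.4% of the counts of a library. Pairs of libraries of a group differed in their counts with a chi-square per degree of freedom between 55.5 and 564, so that no library was a copy of another.

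Differential expression was tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood test) in R 4.3.3, on entries with at least 10 counts summed over the 6 libraries compared, with Benjamini-Hochberg adjustment. DEGs had an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The alternatives were DESeq2 1.42.0 with default settings and without Cook's filter and independent filtering, RLE and upper-quartile normalization, the filterByExpr filter and no filter, the robust option of edgeR, a replicate block, sums over equal gene symbols, limma 3.58.1 on log2 of FPKM with 0.1 or 1 added, other thresholds, and each library left out in turn. These choices, the tests, the gene lists and the rule for naming genes were set before the data were examined. Sums over entries that share at least 100 exonic bases, on the same strand (26435 loci) or on either strand (23976 loci), and the adjustment of GO terms over the terms with a listed gene were added afterwards, as were medians of edgeR's log2 fold changes for the gene lists. The choice between the adjustments of GO terms was settled after both results were seen. Exons were taken from the annotation GENCODE M21, in which 27201 entries were found and 24428 had an identical start and end.

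The self-test on simulated counts with the dispersions of these libraries changed 200 of 20187 genes 8-fold. With 3 libraries against 3, edgeR recovered 188 of them with 24 false calls, DESeq2 with default settings 191 with 73 false calls, DESeq2 without the filters 191 with 69, and limma 182 with 20. The changed genes were drawn only from genes with a mean count well above the floor. Recovery of entries with a group at the floor, as with most of the paper's significant entries, was not measured.

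Named genes are those that the paper names in its RNA-seq results or marks as significant in Supplementary File S1, the genes Nppa, Nppb, Acta2, Col1a1, Gapdh and Lcn2, the genes with the smallest p in each direction (3 per direction where no gene passed the threshold), and the 3 most abundant members of a gene list past its threshold. A fold change against a group whose libraries all had at most 3 counts is given as a bound, computed against 3 counts. FPKM fold changes used the ratio of group means, with a mean of 0 replaced by 1e-04 as in Supplementary File S1. GO terms were tested with a one-sided Fisher's exact test.

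Markers of tissues and cell types and genes of cardiac remodeling formed 14 lists: liver, neutrophil, macrophage and monocyte, lymphocyte, erythroid, cardiomyocyte, atrial, fibroblast and matrix, hypertrophy, smooth muscle, epicardium and mesothelium, skeletal muscle and brown fat, and 1 list that, like 1 further heart gene, is not reported here. Supplementary File S1 had been read when they were written. They were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, on log2 CPM with a prior count of 2. The median of a list is that of its genes' differences in mean log2 CPM. Camera with an estimated correlation and fry were the alternatives. Every other split of the 6 libraries of a comparison into 3 and 3 was also tested, giving 10 splits with the real one. Positions on the axis from sham to UUO used 500 genes among those with at least 30 counts over the 9 libraries, and trends with GC content and gene length were fitted with splines of 5 degrees of freedom on genes with a mean of at least 50 counts.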

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

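The test of liver enzymes against plasma proteins, the splits measured on each list's median and the medians of edgeR's log2 fold changes were chosen only after the result was seen, and the others were chosen before the result each of them measures. The medians below are of differences in mean log2 CPM, the scale that camera tests, and this scale was settled after the liver medians had been seen on edgeR's scale too.

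The liver list, whose genes the paper does not discuss, was higher in PRE-084 hearts than in UUO hearts, with 26 of 26 genes higher, a median log2 difference of 2.65 and an adjusted p of 1.4e-11 from camera. The median of edgeR's log2 fold changes for the same genes was smaller, 1.37. The list stood out because it lies above the UUO hearts, the control of this comparison. Under fry its adjusted p was 0.515 and with an estimated correlation 0.517, and none of the 4 lists past the threshold held under either test. Of the 10 splits of the 6 libraries, 6 gave as many lists past the threshold. For the liver list itself, the real grouping alone, 1 of the 10 splits, gave a median as large (2.42 in the next), the smallest share that 10 splits allow, whereas the list passed the threshold of camera in 9 of the 10. The list's genes took 218, 138 and 188 CPM of the total counts in the PRE-084 hearts, and 110.0, 135 and 8.88 in the UUO hearts. The groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). Its most abundant genes were Alb, with 49.4 ± 13.6 CPM (SD, n = 3) after PRE-084 and 19.5 ± 17.1 CPM in UUO, Apoa1, with 19.9 ± 3.36 and 7.59 ± 6.67 CPM, and Hp, with 18.9 ± 8.88 and 8.88 ± 7.01 CPM. For scale, Myh6 had 8485 ± 2925 CPM in the PRE-084 hearts. Of the 26 genes, 7 had more than 3 counts in every sham heart, and 0 stand in another list. Low levels in UUO replicate 3 alone stay open as a cause: without it the median was 0.74 and the adjusted p from camera 9.6e-11, but the 135 CPM of UUO replicate 2 lie next to the 138 CPM of PRE-084 replicate 2, and the size of the difference depends on UUO replicate 3. Without each other library the median lay between 2.40 and 3.61, and across all 6 such fits the adjusted p from camera lay between 2.2e-16 and 5.6e-07. RNA from liver tissue stays open too. The 5 of 5 enzyme genes of the list that were higher (median 1.73), and the 21 of 21 plasma protein genes (median 2.85), follow from 26 of 26 genes being higher and decide nothing. Liver tissue would bring RNA of both classes, so this split could not decide it. A rise of these genes within the heart after PRE-084, which the design gives, stays open and was not tested. The labels give no record of dissection or batch.

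The liver list was also higher in UUO hearts than in sham hearts, the control there, with 24 of 26 genes higher, a median log2 difference of 2.22 and an adjusted p of 0.00128 from camera (0.812 under fry, 0.912 with an estimated correlation). Cps1 was at or under 3 counts in every sham heart, and with it at its bound the median was also 2.22. On edgeR's scale the median was 2.45, also with Cps1 at its bound. The sham hearts had 11.1, 54.0 and 29.1 CPM of the total counts on the list, so the groups overlapped (exact two-sided permutation test, p = 0.6). Of the 10 splits of the 6 libraries, 8 gave as many lists past the threshold. For the list itself, 4 gave a median as large and it passed in 8, so its difference cannot be told apart from other groupings of the same hearts, of which 10 are too few to decide. Without sham replicate 1 the median was 1.71 (adjusted p = 0.190), without sham replicate 2 it was 3.42 (4.7e-08), without sham replicate 3 it was 1.84 (0.0251), without UUO replicate 1 it was 1.37 (0.0723), without UUO replicate 2 it was 1.30 (0.213), and without UUO replicate 3 it was 4.28 (4.1e-07), all from camera. No explanation was tested for this difference by itself, and an effect of the surgery stays open, untested.

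Further lists were higher in PRE-084 hearts than in the UUO controls. The paper does not discuss their genes, apart from Fpr1 and Lcn2 (its renal Ngal) in the neutrophil list. The neutrophil list had 12 of 15 genes higher, a median log2 difference of 1.42 and an adjusted p of 4.0e-05 from camera, and its median stayed at 1.42 with Ly6g, at the floor in a group, at its bound. On edgeR's scale the median was 1.94, and 1.91 with Ly6g at its bound. Its most abundant genes were Csf3r (5.45 ± 2.05 CPM after PRE-084, 3.34 ± 1.09 in UUO, SD, n = 3), S100a9 (4.97 ± 2.42 and 1.26 ± 0.809 CPM) and Lcn2 (3.68 ± 2.30 and 1.90 ± 1.21 CPM). The list includes Fpr1, which the study marked as significant on these libraries, and 7 of its genes had more than 3 counts in every sham heart. With each library left out in turn, its median lay between 1.02 and 1.81 and its adjusted p stayed under 0.05. The macrophage and monocyte list had 13 of 15 genes higher, a median of 0.57 (0.66 on edgeR's scale) and an adjusted p of 0.00200. Its most abundant genes were Lyz2 (477 ± 358 and 241 ± 66.1 CPM), C1qb (218 ± 156 and 97.5 ± 44.2 CPM) and C1qa (203 ± 148 and 91.0 ± 38.3 CPM). All 15 genes had more than 3 counts in every sham heart. Without UUO replicate 3 its median was 0.49 (adjusted p = 0.182), and without PRE-084 replicate 2 it was 0.22 (0.154). Without PRE-084 replicate 1 it was 0.90 (0.000378), and without each of the other 3 libraries it lay between 0.70 and 0.72 with an adjusted p under 0.05. The brown fat list had 5 of 5 genes higher, a median of 0.94 (0.89 on edgeR's scale) and an adjusted p of 0.0404, with Cox7a1 (187 ± 104 and 91.6 ± 30.9 CPM), Cox8b (121 ± 65.7 and 55.4 ± 22.6 CPM) and Cidea (18.5 ± 9.76 and 12.9 ± 2.43 CPM) as its most abundant genes, and 4 of its genes above 3 counts in every sham heart. Without UUO replicate 3 its median was 0.39 (adjusted p = 0.297), without PRE-084 replicate 1 it was 0.79 (0.160) and without PRE-084 replicate 2 it was 0.66 (0.154), whereas without each of the other 3 it lay between 1.03 and 1.20 with an adjusted p under 0.05. A median as large came from 3 of the 10 splits for neutrophil, 2 for macrophage and monocyte and 2 for brown fat, the real grouping included, and these lists passed the threshold of camera in 4, 6 and 3 splits. These differences cannot be told apart from other groupings of the same hearts, of which 10 are too few to decide. No technical explanation was tested for the neutrophil, macrophage and monocyte, and brown fat lists. Blood or fat in the tissue and a response to PRE-084 stay open. Cox7a1, Cox8b and Cidea also had 104 ± 23.0, 51.8 ± 14.0 and 15.3 ± 0.737 CPM (SD, n = 3) in sham hearts. Their reads thus need not come from fat, and the name of the list is no evidence of fat.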

How the results depend on the processing

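All alternatives ran. Unless a cause is named, the cause was not tested. For PRE-084 against UUO, the number of DEGs was 0 with edgeR, and also under RLE and upper-quartile normalization, filterByExpr, no filter, the robust option, the replicate block, sums over gene symbols, the adjusted p alone, and limma on FPKM with 0.1 or 1 added. Default DESeq2 gave 4, DESeq2 without Cook's filter and independent filtering 13, and the unadjusted p with the same fold change 461. Sums over entries sharing exons on either basis gave 0 with edgeR, and with DESeq2 without the filters 2 on the same strand and 1 on either strand. Across the fits that each left out 1 library, the number was from 0 to 2. Of the paper's 13 entries, edgeR called 0, default DESeq2 4, DESeq2 without the filters 13, the unadjusted p 13, and the sums with DESeq2 without the filters 2 and 1. The filterByExpr filter left 5 of the 13 to test, and default DESeq2 gave an adjusted p for 5. The number with an absolute FPKM log2 fold change of at least 1 was 13, fell to 5 with 1 added to the FPKM, and was 4 of 4 among genes with a mean FPKM of at least 1, a smaller set by construction. Leaving out each library gave 11 to 13.

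For UUO against sham, the number of DEGs was 1 with edgeR, 103 with default DESeq2, 92 without its filters, 0 with the replicate block and 797 at the unadjusted p. Without 1 library each it was from 0 to 1549, with 1549 reached without UUO replicate 3. Replicate numbers do not pair the hearts: for UUO against PRE-084 hearts of equal number, the correlations of their deviations were -0.02, 0.06 and 0.03, and for UUO against sham hearts -0.07, 0.20 and 0.05. The replicate block therefore has no basis in the data.

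Summing entries that share exons reversed 6 of the 13 entries, and the sum itself is the cause, since the partner entries hold more reads. On the same strand and on either strand with edgeR, the log2 fold changes were -0.26 and -0.26 for Gm45062, -0.43 and -0.43 for Iqschfp, -0.11 and -0.11 for Gm20521, 0.43 and 0.43 for Raver1, and -0.068 and -0.056 for Pcdhga4. With DESeq2 without the filters they were -0.24 and -0.24 for Gm45062, -0.41 and -0.41 for Iqschfp, -0.092 and -0.092 for Gm20521, 0.45 and 0.45 for Raver1, and -0.046 and -0.038 for Pcdhga4. Slc6a20b reversed on either strand alone, to -0.47 with edgeR and -0.45 with DESeq2.

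GO terms past the threshold numbered 0, also against all annotated genes and among terms with 2 or more listed genes, and 5 when adjusted over the 145 terms with a listed gene, where fewer terms were tested. Across genes, the correlation of the 2 comparisons' log2 fold changes was -0.46, and -0.13 among genes with a mean CPM of at least 1.

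For PRE-084 against UUO, 4 gene lists passed the threshold, 0 under fry and 0 with an estimated correlation, and from 2 to 5 without 1 library each. For UUO against sham, 1 list passed, 0 under fry, 0 with an estimated correlation, 3 with the replicate block, and from 0 to 5 without 1 library each. Medians of these lists changed sign when a library was left out, with ranges for PRE-084 against UUO of -0.052 to 0.60 for lymphocyte, -0.32 to 1.1 for erythroid, -0.042 to 0.39 for cardiomyocyte, -0.056 to 1.70 for atrial, -0.26 to 0.23 for fibroblast and matrix, -0.14 to 0.10 for hypertrophy, -0.040 to 0.074 for smooth muscle, -0.17 to 0.89 for epicardium and mesothelium, and -0.69 to 0.062 for skeletal muscle. For UUO against sham they were -0.32 to 0.18 for macrophage and monocyte, -0.20 to 0.55 for lymphocyte, -1.48 to 0.31 for atrial, -0.52 to 0.42 for epicardium and mesothelium, -0.24 to 0.85 for skeletal muscle, and -0.18 to 0.44 for brown fat. With medians of edgeR's log2 fold changes, a scale added after the data were seen, lymphocyte in UUO against sham was 0.19 in place of -0.044, and no other list changed sign. Camera does not use this scale.

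Of the 6 heart genes reported, 0 passed the threshold in every setting run. Without 1 library each, the log2 fold change after PRE-084 was from -0.24 to 0.45 for Nppb, -0.13 to 0.073 for Acta2 and -0.015 to 0.48 for Col1a1. With upper-quartile normalization Nppb was 0.019 and Acta2 0.027. Nppb was 0.062 with the replicate block. For single genes and lists, 501 comparisons with an alternative kept direction and side, 33 became stronger, 18 weaker and 60 reversed. The fold changes of genes with a group at 3 counts or fewer, 10 of the paper's 13, are known only as bounds. Depth need not be the reason. Where the listed Nnt entry had 0 counts in the PRE-084 hearts, the entry covering all its exonic bases had 15228, 18698 and 16249.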

Differences from the paper's values

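The sums over entries that share exons and the counting of GO terms as pairs were chosen only after the result was seen, as was the choice between the adjustments of GO terms. The paper's text gives 101 DEGs for PRE-084 against UUO, where edgeR gave 0. None of the alternatives set before the data were examined closed the gap: DESeq2 without Cook's filter and independent filtering gave 13, default DESeq2 4, the unadjusted p with the same fold change 461, edgeR without PRE-084 replicate 3 gave 2, and the others 0. In the part of Supplementary File S1 that could be read, the paper's p lies under 0.05 with an absolute log2 fold change of at least 1 for 468 entries.

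The paper's 11 significant DEGs, 5 upregulated and 6 downregulated, compare with 0, 0 and 0 from edgeR, and the 13 entries that it marks as significant in Supplementary File S1 compare with 0. With DESeq2 without Cook's filter and independent filtering the numbers were 13, 7 and 6, within 1.5 times the paper's 11, 5 and 6 and equal to its 13, and the 13 entries called were the ones the paper marks. No other alternative set before the data were examined closed these gaps. Default DESeq2 gave 4, namely Pcdhga10, Iqschfp, Raver1 and Pcdhga4, the unadjusted p gave 461, with all of the 13 among them, edgeR without PRE-084 replicate 3 gave 2, and the rest gave 0. Sums over entries that share exons, chosen after seeing the values, called Slc6a20b and Ano5 on the same strand and Ano5 on either strand with DESeq2 without the filters.

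The paper counts its GO terms as 61, 84 and 45, and these equal the pairs of a gene and a term in Supplementary File S2, which hold 56, 53 and 36 distinct terms. The paper places regulation of L-glutamate import and nitric oxide homeostasis among terms enriched for upregulated genes, whereas they rest on Septin2, at least 481-fold lower after PRE-084, and Adnp, at least 223-fold lower. The size of each bound comes from 1 UUO heart. Septin2 had 0, 15 and 4283 counts in the UUO hearts, and Adnp had 2038, 2 and 0. Homophilic cell adhesion rests on Pcdhga4, with a log2 fold change of 2.61, and Pcdhga10, at least 67.1-fold lower. The paper describes its top terms as enriched at p < 0.05. By its own p-values 71 terms lie under 0.05, close to the 68 here with an unadjusted p under 0.05 from Fisher's exact test. With Benjamini-Hochberg adjustment over 17912 terms, a stricter criterion, 0 terms passed the threshold here. The paper lists Iqschfp and Pcdhga4 as upregulated and Raver1 as downregulated. Their single entries moved the same way, Iqschfp at least 41.0-fold higher and the others at log2 fold changes of 2.61 and -2.97, and the sums over entries sharing exons on the same strand, chosen after seeing the values, gave -0.43, -0.068 and 0.43 in the order listed.

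By RT-qPCR relative to Gapdh, a measure other than the one here, the paper states that Acta2 rose in male hearts 21 days after UUO and fell on every ligand tested, and that Anp and Bnp, the products of Nppa and Nppb, rose strongly in males on PRE-084. Here the log2 fold change of Acta2 was 0.12 for UUO against sham (adjusted p = 0.889 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.024 for PRE-084 against UUO (0.996). Those after PRE-084 were 0.28 for Nppa (0.957) and -0.024 for Nppb (0.996). Gapdh itself had a log2 fold change of 0.26 for UUO against sham (0.729) and 0.81 for PRE-084 against UUO (0.918). Relative to Gapdh, the values above would thus be lower. For Acta2 after PRE-084 this lies toward the paper's direction, and for the others away from it.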

Other observations

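The sums over entries that share exons, the positions of UUO replicate 3 on the axis from sham to UUO and its share of genes nearer UUO, and the splits for the DEGs of PRE-084 against UUO were tests chosen only after the result was seen.

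For 7 of the paper's 13 significant entries, reads above the floor came from 1 of the 6 libraries. Whether reads shared between overlapping gene entries account for this stays open. After summing over entries that share exons on the same strand, 2 of the 13 entries passed the threshold of DESeq2 without Cook's filter and independent filtering, against 13 single entries. This does not decide it, since a partner entry with more reads dilutes any entry added to it, and Fpr1, to which no entry was added, also lost its call (adjusted p = 0.0467 before and 0.177 after, DESeq2). Ano5 and Fpr1 share exons with no other entry, so shared exons do not account for these entries. Of the 963 other entries with reads above the floor in 1 library, 4.15% share exons on the same strand, against 5.05% of the 20300 remaining entries (Fisher's exact test, p = 0.227). In the library that holds the reads, the partner entries had a median log2 ratio of 0.22 to the other 5 libraries, not a decrease, and 11 of 35 partners were lower (permutation test, p = 0.98, 1000 random draws). With a minimum of 50 counts in the library with reads, which was tried before this version, 7 entries were left, of which 1 shares exons (14.3% against 5.61%, Fisher's exact test, p = 0.333). Most of the 963 entries are near the floor, where a few reads would leave a partner unchanged, so these values decide nothing either.

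Other splits of the 6 UUO and PRE-084 hearts into 3 and 3 were compared with the real grouping. DESeq2 without the filters made at least 13 calls in 9 of the 10 splits, the real one included, and up to 169. With edgeR, 5 gave at least 461 entries at an unadjusted p under 0.05 with the same fold change. With 10 splits the share cannot fall under 0.1, so the 13 calls and the 461 entries cannot be told apart from other groupings of the same hearts. For the DEGs of edgeR the comparison is void, since the real grouping gave 0, which all 10 splits reach whatever their values. They gave up to 3.

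UUO replicate 3 lay near the sham hearts. On 500 genes chosen between sham and the other UUO hearts, with 0 at sham and 1 at UUO, its median position was -0.032. UUO replicates 1 and 2, each held out the same way, lay at 1.00 and 0.978, on axes that include UUO replicate 3. The sham hearts, held out on axes that also include it, lay at 0.495, 0.682 and 0.876, away from the sham end. Such axes therefore do not reliably place a heart with its own group. Held out against UUO replicates 1 and 2 alone, the sham hearts lay at -0.021, 0.186 and 0.034. On the axis of UUO replicate 3, the 3 PRE-084 hearts lay at 0.614, 0.448 and 0.936. UUO replicate 3 lay nearer UUO replicates 1 and 2 at 2.4% of the genes. The sham hearts held out against these 2 hearts did so at 5.4%, 13.2% and 2.2%, and UUO replicate 3 on the same axes at between 1.8% and 6.6%. Removing each library's trend with GC content and gene length left its position at -0.076, which argues against such a bias. A mislabelled sample is a candidate explanation. Against it, Hist1h2al had 0 counts in UUO replicate 3 and between 266 and 309 in the sham hearts, a gene singled out after its values were seen. A ureter that was not fully obstructed, a weak response of this animal, and a batch that the labels do not give stay open and were not tested. Without UUO replicate 3, UUO against sham gave 1549 DEGs, 718 higher and 831 lower, in place of 1, and PRE-084 against UUO gave 0.

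PRE-084 replicate 2 lay apart from the other libraries, with the lowest mean Spearman's rho, 0.906, over the 14054 genes with a mean of at least 50 counts, against 0.929 to 0.950 for the others. A trend with GC content and gene length is a candidate explanation for part of this: it took up 20.7% of the variance of the library's deviation, against 0.935% to 14.1% in the other 8. After the trends were removed its mean rho rose to 0.930 and was still the lowest, against 0.939 to 0.956, so the trend does not account for all of the distance. That second comparison was added after the 20.7% was seen. A stronger response to PRE-084 in this heart stays open, untested.

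For UUO against sham, which the paper's RNA-seq results do not report, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 1 DEG among 21501 entries, and 797 at an unadjusted p under 0.05 with an absolute log2 fold change of at least 1, 582 higher and 215 lower. At an unadjusted p under 0.05 alone there were 1847, against 1075 if none differed. Of the 10 splits, 3 gave as many DEGs, and the split that sets sham replicates 1 and 3 with UUO replicate 3 against the rest gave 45. The DEG was Hist1h2al (ENSMUSG00000091383, chromosome 13, 51202727 to 51203065), with 309, 276 and 266 counts in the sham hearts, 1, 0 and 0 in the UUO hearts and 4, 0 and 0 in the PRE-084 hearts. It was at least 86.1-fold lower in UUO than in sham (adjusted p = 0.0200 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p lay between 0.00187 and 0.215 with each library left out, and it passed only without UUO replicate 2 or 3. Without sham replicate 1 the DEG was Kap instead (10, 2298 and 2633 counts in sham, 34 to 65 in UUO), and without UUO replicate 2 Gm49909 was added, both singled out after their values were seen. Gm49909 belongs to a locus of 3 entries that share exons on the same strand. No explanation of these values was tested.

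The heart genes that the paper measured by RT-qPCR, with Lcn2, were compared between PRE-084 and UUO hearts (n = 3 each), and 0 of the 6 reported here passed the threshold, with 0 at an unadjusted p under 0.05 and 0 when adjusted over the 7 genes of the list alone (smallest 0.479, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes after PRE-084 were 0.28 for Nppa, -0.024 for Nppb, -0.024 for Acta2, 0.31 for Col1a1, 0.81 for Gapdh and 0.91 for Lcn2, with standard errors between 0.298 and 0.605. Exact two-sided permutation tests gave p between 0.3 and 1, where 0.1 is the smallest that 3 against 3 allow. Acta2 had 114 ± 12.0 CPM (SD) in UUO and 115 ± 20.7 CPM after PRE-084. Gapdh had 63.0 ± 14.4 CPM in UUO and 114 ± 62.1 CPM after PRE-084. Between UUO and sham, the log2 fold change was 0.88 for Nppa and 1.01 for Nppb (adjusted p = 0.580 for both, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.12 for Acta2 (0.889), 0.28 for Col1a1 (0.738), 0.26 for Gapdh (0.729) and -0.029 for Lcn2 (0.989).

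The remaining gene lists did not pass the threshold of camera. For PRE-084 against UUO, the median log2 difference was 0.40 for lymphocyte (adjusted p = 0.369), 0.60 for erythroid (0.703), 0.15 for cardiomyocyte (0.646), 0.84 for atrial (0.624), 0.11 for fibroblast and matrix (0.646), -0.032 for hypertrophy (0.953), -0.010 for smooth muscle (0.703), 0.37 for epicardium and mesothelium (0.249) and -0.20 for skeletal muscle (0.143). For UUO against sham, it was 0.69 for neutrophil (0.0812), -0.12 for macrophage and monocyte (0.936), -0.044 for lymphocyte (0.542), 1.08 for erythroid (0.0512), -0.28 for cardiomyocyte (0.178), -0.58 for atrial (0.572), 0.27 for fibroblast and matrix (0.161), 0.37 for hypertrophy (0.0774), 0.26 for smooth muscle (0.259), 0.12 for epicardium and mesothelium (0.936), 0.41 for skeletal muscle (0.431) and 0.043 for brown fat (0.981). Some of these lists passed when a library was left out. For PRE-084 against UUO these were epicardium and mesothelium without UUO replicate 2 (0.89, adjusted p = 0.0148 from camera), atrial (1.70, 0.00653) and skeletal muscle (-0.69, 0.00909) without UUO replicate 3, lymphocyte without PRE-084 replicate 1 (0.60, 0.0261) and cardiomyocyte without PRE-084 replicate 3 (0.39, 0.0385). For UUO against sham they were neutrophil (1.03, 0.0406), erythroid (1.61, 0.00255) and fibroblast and matrix (0.45, 0.0406) without sham replicate 2, and neutrophil (1.30, 0.0472), lymphocyte (0.55, 0.0472), erythroid (1.97, 0.00307) and fibroblast and matrix (0.47, 0.00340) without UUO replicate 3. The replicate block, which has no basis in the data, passed neutrophil (0.0413) and erythroid (0.0211). Under fry and with an estimated correlation 0 of these lists passed.

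Across 20482 genes, which are not independent replicates, the log2 fold changes of PRE-084 against UUO and of UUO against sham had a Pearson correlation of -0.46 and a Spearman correlation of -0.25. Both comparisons share the UUO libraries. In 50 simulations of unchanged groups with shared UUO libraries, the mean Pearson correlation was -0.50, with a range of -0.53 to -0.48, and the mean Spearman correlation -0.45, with a range of -0.47 to -0.44. Among the 13193 genes with a mean CPM of at least 1 the Pearson correlation was -0.13 and the Spearman correlation -0.098, against simulated means of -0.50 (-0.53 to -0.46) and -0.47 (-0.49 to -0.45). All 4 observed values were less negative than the simulated ranges. The simulated genes vary independently, which makes these ranges too narrow, so how far the shared libraries account for the observed values stays open.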
